# Identification of differentially expressed miRNAs associated with diamide detoxification pathways in *Spodoptera frugiperda*

**DOI:** 10.1038/s41598-024-54771-w

**Published:** 2024-02-21

**Authors:** Rashmi Manohar Mahalle, Weilin Sun, Omar A. Posos-Parra, Sunghoon Jung, David Mota-Sanchez, Barry R. Pittendrigh, Keon Mook Seong

**Keywords:** Gene expression profiling, Entomology, Molecular biology

## Abstract

The fall armyworm (FAW) *Spodoptera frugiperda* is a severe economic pest of multiple crops globally. Control of this pest is often achieved using insecticides; however, over time, *S*. *frugiperda* has developed resistance to new mode of action compounds, including diamides. Previous studies have indicated diamide resistance is a complex developmental process involving multiple detoxification genes. Still, the mechanism underlying the possible involvement of microRNAs in post-transcriptional regulation of resistance has not yet been elucidated. In this study, a global screen of microRNAs (miRNAs) revealed 109 known and 63 novel miRNAs. Nine miRNAs (four known and five novel) were differentially expressed between insecticide-resistant and -susceptible strains. Gene Ontology analysis predicted putative target transcripts of the differentially expressed miRNAs encoding significant genes belonging to detoxification pathways. Additionally, miRNAs are involved in response to diamide exposure, indicating they are probably associated with the detoxification pathway. Thus, this study provides comprehensive evidence for the link between repressed miRNA expression and induced target transcripts that possibly mediate diamide resistance through post-transcriptional regulation. These findings highlight important clues for further research to unravel the roles and mechanisms of miRNAs in conferring diamide resistance.

## Introduction

The fall armyworm (FAW), *Spodoptera frugiperda* (J. E. Smith, 1797) (Lepidoptera: Noctuidae), is one of the world’s most destructive lepidopteran, infesting more than 350 plant species^1^. Geographically, it has recently spread to distant regions from its native tropical and subtropical America to Africa^2,3^ and Asia^4–8^. Over the past four decades, there has been overreliance on chemical pesticides to control FAW in agricultural fields and the pest has gradually shown varying levels of resistance to 45 active ingredients^9,10^, including the currently most widely utilized diamide insecticides^11–14^.

Diamide insecticides comprising chlorantraniliprole and flubendiamide have become increasingly popular since their commercial launch in 2006 and 2007, respectively^11,15^. These insecticides exhibit a novel mode of action, broad-spectrum insecticidal activity, and high toxicity to lepidopteran pests. However, the indiscriminate use of this class of insecticides has exacerbated the selection pressure, eventually leading to the evolution of resistance^16^. Previous studies have implicated that in addition to the ryanodine receptor gene, metabolic detoxification genes, mainly phase I reaction enzymes of P450s, phase II reaction enzymes of GSTs and UGTs, and phase III reaction enzymes of ABC transporters also contribute to the diamide resistance development^17^.

MicroRNAs (miRNAs) are a group of short non-protein-coding RNAs of about 19–24 bp in length. They are known to play a vital role in post-transcriptional gene regulation by complementary binding to coding sequences, 3′ or 5′ untranslated regions (UTRs), thereby inhibiting the mRNA translation and ultimately silencing the target gene expression^18–20^. Functional studies have described their roles in many biological processes, particularly development, metamorphosis, reproduction, immunity and insecticide resistance^20–24^.

Despite their relatively small size, miRNAs play pivotal roles as potential targets of insecticide detoxification and regulation of insecticide resistance among arthropod species. To date, several studies have identified miRNAs that are known to regulate genes that mediate insecticide resistance within insect species, especially *S*. *fr*u*giperda*. For instance, a previous study identified seven novel miRNAs using expressed sequence tags (ESTs) of *S*. *frugiperda*^25^. Another study predicted 110 differentially expressed novel miRNAs in the *S*. *frugiperda* cell line, Sf21^26^. In addition, 76 and 68 known and 139 and 171 novel miRNA candidates were noted in the two strains of *S*. *frugiperda*, corn (C) and rice (R) strains, respectively^27^. A recent research study discovered 24, 22, and 31 differentially expressed miRNAs following exposure to cyantraniliprole, spinetoram, and emamectin benzoate, respectively. The differential expression of miR-278-5p, miR-13b-3p, miR-10485-5p, and miR-10483-5p confirmed their possible involvement in insecticide resistance in *S*. *frugiperda*^28^. The role of miR-190-5p in mediating chlorantraniliprole resistance in *S*. *frugiperda* was demonstrated by regulating CYP6K2 expression^29^. Of the 30 differentially expressed miRNAs, miR‐278‐5p significantly responded following exposure to tetraniliprole (a relatively new diamide), indicating its regulatory role in *S*. *frugiperda* resistance^30^. Recent studies on the mechanisms of miRNA-regulated chlorantraniliprole resistance in *P*. *xylostella* have discovered several known and novel miRNA candidates (including miR-7a, miR-8519, miR-2b-3p and miR-14b-5p) associated with the regulation of both *PxRyR* expression and the increased enzyme detoxification^31–33^.

Furthermore, silencing target genes *CYP321A8*, *CYP321A9*, and *CYP321B1* in *S*. *frugiperda* by RNA interference revealed their critical role in insecticide detoxification by enhancing their susceptibility to chlorantraniliprole^34^. The expression profiles of miRNAs (mainly miR-282 and miR-989) targeting the cytochrome P450 expression suggested their putative functional role in imidacloprid-treated *Leptinotarsa decemlineata*^35^. According to Seong *et al*^36^, the miR-310 s cluster affects endogenous *CYP6g1* and *CYP6g2* transcript levels and is associated with DDT resistance in *Drosophila melanogaster*. Evidence shows that the differentially expressed miRNAs in response to imidacloprid (notably, smi-miR-278 and smi-miR-316) in *Sitobion miscanthi* operate as post-transcriptional regulators of *nAChRα1A* and *CYP4CJ6*, respectively^20^. miRNAs viz., novel-85, novel-191, and novel_268 were found to modulate the expression of *CYP6ER1*, carboxylesterase 1 (*CarE1*), and *NlABCG3*, respectively, which significantly altered the susceptibility of *Nilaparvata lugens* to nitenpyram^37,38^. Elevated expression of some carboxylesterase (*CarE*) genes (*PxαE14* and *PxCCE016b*) have also been reported to participate in insecticide resistance to different insecticides, including chlorantraniliprole in the field population of *Plutella xylostella*^39,40^.

GSTs are speculated to be linked with the metabolic detoxification of chlorantraniliprole through the upregulation of target transcripts in *Bombyx mori* and *P*. *xylostella*^41^. Based on their upregulated mRNA expression, some UGT genes may be associated with insect resistance to an array of insecticides (DDT, pyrethroids, carbamates, and neonicotinoids), including diamides^42^. There is evidence that ABC transporters contribute to insecticide resistance in several insects. For example, overexpression of several genes (*Mdr65*, *ABCG3*, *ABCG1*, *ABCG6*, *9* &*14*, and *NlABCG3*) was proven to be involved in resistance in *D*. *melanogaster*^43^, *B*. *tabaci*^44^, *Chilo suppressalis*^45^, *P*. *xylostella*^46^, and *N*. *lugens*^37^, respectively.

The present study generated miRNA libraries to identify differentially expressed miRNAs from insecticide-resistant and -susceptible strains of *S*. *frugiperda*. Subsequently, the inducible miRNA response to insecticide exposure in field-collected strains was investigated. This study provides insights into the potential roles of miRNAs in regulating metabolic detoxification of insecticides in *S*. *frugiperda* field populations.

## Results

### miRNA libraries and screen of the known and novel miRNAs

The sequencing data has been submitted to the Gene Expression Omnibus (GEO) at the National Center for Biotechnology Information (NCBI) under the accession number GSE233976. Using three biological replicates, we constructed six miRNA libraries from resistant and susceptible strains to identify differentially expressed miRNAs in *S. frugiperda*. 

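The most abundant miRNAs in these libraries were pxy-miR-10-5p, a miRNA of the Hox gene cluster, bmo-bantam-5p, a growth-promoting miRNA of insects, and bmo-miR-31-5p. pxy-miR-10-5p had 121853 ± 25752 CPM (counts per 1000000 counts of a library, scaled as below; SD, n = 3) in the libraries labelled resistant and 127693 ± 15773 (SD, n = 3) in those labelled susceptible. bmo-bantam-5p had 93135 ± 9126 and 93580 ± 18741 CPM (SD, n = 3 each). The 5 most abundant entries of the table, which are pxy-miR-10-5p and 2 copies each of the sequences of bmo-bantam-5p and bmo-miR-31-5p, held 49.7% ± 1.62 (SD, n = 3) of the counts with copies included in the resistant libraries and 51.3% ± 2.28 (SD, n = 3) in the susceptible libraries. Each library was made from RNA of 100 larvae aged 3 to 5 days, sequenced with reads of 50 bp, and libraries are grouped here by their strain labels. The authors trimmed the reads with cutadapt to a minimum of 18 nt, mapped them to the genome assembly ZJU_Sfru_1.0 and assigned them to precursors with miRDeep2. The deposited table gives the authors' read counts for each of 172 mature miRNAs, their RPM and their normalized values. The counts were analysed here, at 540739 to 1288083 counts per library with genomic copies included, or 388273 to 937481 with each distinct sequence taken once. CPM values are based on totals with copies. The counts were scaled by TMM (edgeR's trimmed mean of M-values) and tested with edgeR's quasi-likelihood test, with p adjusted by Benjamini-Hochberg over the 152 miRNAs that passed edgeR's filter on low counts. Fold changes are given as resistant over susceptible. miRNAs are named by their miRBase name or, for those predicted by miRDeep2, by the miRNA Id of Table 2 and Tables S1 and S2, such as Spodoptera_mature_10.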

The sRNA libraries yielded 290.4 million raw reads from all samples of *S. frugiperda* (Table 1). After removing low-quality reads, adaptors, and all possible contaminants, 80.18 and 67.66 million trimmed reads and 49.70 and 39.09 million unique mappable reads were retained among the triplicates of the resistant and susceptible libraries, respectively. They were further used in subsequent analyses (Table 2).

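Mature miRNAs made up a smaller share of the mapped reads in the libraries labelled resistant than in those labelled susceptible. Their counts, with each distinct mature sequence taken once, were 3.50% ± 1.25 (SD, n = 3) of the paper's mapped reads (Table 1) in the resistant libraries and 5.84% ± 0.953 (SD, n = 3) in the susceptible libraries. The lowest share was 2.22% in resistant replicate 2 and the highest was 6.94% in susceptible replicate 1. Every resistant library lay below every susceptible library (exact permutation test, two-sided p = 0.1, the smallest p that 3 libraries against 3 allow). Sequences predicted by miRDeep2, other than the bantam sequence listed as Spodoptera_mature_01, held 1.18% ± 0.0629 (SD, n = 3) of these counts in the resistant libraries and 1.04% ± 0.0591 (SD, n = 3) in the susceptible libraries (exact permutation test, two-sided p = 0.1).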

**Table 1:** Summary of read counts of small RNA sequencing from each sample.

Sample	Raw reads	Trimmed reads (%)	Mapped reads (%)	Expressed miRNAs (%)
FAW R1	62,839,424	33,555,694 (53.40)	19,850,915 (59.16)	170 (98.84)
FAW R2	57,140,734	30,458,291 (53.30)	18,925,509 (62.14)	171 (99.42)
FAW R3	49,658,398	16,164,246 (32.55)	10,929,564 (67.62)	170 (98.84)
FAW S1	33,790,521	17,703,905 (52.39)	10,302,454 (58.19)	171 (99.42)
FAW S2	46,572,391	30,067,359 (64.56)	16,548,196 (55.04)	169 (98.26)
FAW S3	40,405,220	19,897,829 (49.25)	12,246,535 (61.55)	166 (96.51)

**Table 2:** Differentially expressed miRNAs in resistant and susceptible strains of *S. frugiperda.*

miRNA Id	miRBase	miRNA sequence	log2 fold change
Spodoptera_mature_09	sfr-miR-novel-09	CCAUCCCUCACAUGAUGUAACU	1.32
Spodoptera_mature_10	sfr-miR-novel-10	GUUGAAUACCUGACAAAAUCCU	− 3.08
Spodoptera_mature_11	sfr-miR-novel-11	GUGAGUGCGUCGCCGGGCCCCG	− 1.15
Spodoptera_mature_53	sfr-miR-novel-53	UGAGUCGUUCUUAAAGUAUGCC	− 2.29
Spodoptera_mature_60	sfr-miR-novel-60	AUUCCAAUGUUCGUUAGUGAUAUA	− 1.28
Spodoptera_mature_104	sfr-miR-10460-5p	GAGCCAAUGUUCGUUAGUGAUG	− 1.56
Spodoptera_mature_134	sfr-miR-10483-2-3p	CCUGUAACUGUUCGUUCCCUU	− 1.35
Spodoptera_mature_155	sfr-miR-10465-5p	CUGGCUUGUAUUCUCGCUGCC	− 4.90
Spodoptera_mature_159	sfr-miR-10476-5p	CGAGCGAUGGUUGGAAUCCAACUGU	2.54

Algorithms in the miRDeep2 package aligned the trimmed reads to the miRNA precursors in miRBase R.22. They identified 172 conserved miRNAs from three sRNA libraries of the resistant and susceptible strains of *S. frugiperda*. Among these, 64, 42 and 3 miRNA precursors exactly matched with miRNA entries of *P*. *xylostella*, *S*. *frugiperda* and *B*. *mori*, respectively, in the miRBase R.22 database and were accepted as known miRNAs, while the remaining unmatched sequences were filtered to determine novel miRNAs using miRDeep2 software. Thus, 109 known and 63 novel miRNAs were predicted to be shared between the libraries derived from both strains (Tables S1 and S2). 

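The 172 mature miRNAs held 128 distinct mature sequences. Of these sequences, 41 were listed for more than 1 precursor, with at most 3 copies, and all copies of a sequence carried identical counts. sfr-miR-10460-5p, for example, was listed for precursors at 14056440 to 14056498 and at 14292764 to 14292822 on the plus strand of NC_049713.1 (ZJU_Sfru_1.0), each with the same counts. Spodoptera_mature_60 and Spodoptera_mature_63 were copies of a single sequence that lie upstream of these precursors, 516 bases away in each case. Spodoptera_mature_01 held the sequence of bmo-bantam-5p. At least 1 count was found in every library for 164 of the 172 miRNAs, and 166 to 171 miRNAs were detected per library. At a minimum of 10 counts, 138 to 154 were detected per library.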

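By the names in the deposited table, 64 of the known miRNAs carried a B. mori name, 42 an S. frugiperda name and 3 a P. xylostella name, which stand for 43, 33 and 2 distinct mature sequences. The P. xylostella names were pxy-miR-10-5p and pxy-miR-8506. Among the 12 tested sequences named sfr-miR-10458 to sfr-miR-10504, which carry S. frugiperda names, 3 were higher in the libraries labelled resistant, 2 were lower and 7 did not pass the test. The higher ones were sfr-miR-10465-5p (Spodoptera_mature_155), sfr-miR-10460-5p and sfr-miR-10483-2-3p, and the lower ones were sfr-miR-10476-5p and sfr-miR-10483-5p. Adjusted over the list alone, the counts were also 3 and 2. This list holds 4 miRNAs of Table 2, which the study chose on these libraries, so its counts are not independent evidence. Its median log2 fold change was -0.06 and its mean was 0.40. Against the other miRNAs the list did not stand out (camera, adjusted p = 0.93), whereas fry, which tests whether the members move 1 way on balance, gave an adjusted p of 0.0332 for a rise. With libraries scaled to the mapped reads of Table 1, the mean was -0.30 and 9 of the 12 lay below 0, and with upper-quartile factors 7 did.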

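Known and predicted miRNAs both held members that were higher and members that were lower in the libraries labelled resistant. Of 72 known sequences tested, 15 were higher and 6 were lower, for example bmo-miR-308-3p (log2 fold change 0.73, standard error 0.20, adjusted p = 0.0241) and bmo-miR-283-5p (log2 fold change -0.72, standard error 0.18, adjusted p = 0.0156). The call of bmo-miR-283-5p was lost without susceptible replicate 2. That of bmo-miR-308-3p was lost with upper-quartile factors (adjusted p = 0.0991) and with libraries scaled to the mapped reads of Table 1 (log2 fold change 0.05). Of 40 predicted sequences tested, 9 were higher and 10 were lower, and these counts were the same when adjusted over the list alone. With upper-quartile factors, 7 known sequences were higher and 11 lower, and 4 predicted sequences higher and 11 lower. With mapped reads these numbers were 2 and 15, and 2 and 13. Past a 2-fold change there were 3 higher and 1 lower among the known sequences, and 5 higher and 3 lower among the predicted ones. The median abundance was 433 CPM for the known and 29.7 for the predicted sequences. The predicted miRNAs as a list (median log2 fold change -0.01, mean 0.06) showed no shift against the other miRNAs (camera, adjusted p = 0.909, or 0.949 with an estimated correlation; fry, adjusted p = 0.439). miRDeep2 gave a probability of 89% for 43 of the 63 predicted miRNAs and of 31% for 4, which include Spodoptera_mature_60.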

The length distribution of most of the sequences ranged from 19 to 25 nt, with an abundant number of typical 22 nt miRNAs, accounting for 55.23% (Fig. S2).

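Mature miRNAs of 22 nt, such as bmo-bantam-5p and pxy-miR-10-5p, numbered 93 of 172, or 54.1%. There were 33 miRNAs of 23 nt, 25 of 21 nt and 12 of 24 nt, and 170 of the 172 miRNAs fell between 19 and 25 nt. By distinct sequence, 70 of 128 had 22 nt (54.7%). The miRNAs of Table 2 included lengths outside the most common class. sfr-miR-10465-5p (Spodoptera_mature_155) and sfr-miR-10483-2-3p had 21 nt, Spodoptera_mature_60 had 24 nt and sfr-miR-10476-5p had 25 nt. Of the known miRNAs 57 had 22 nt, and of the predicted miRNAs 36 did.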

### Differentially expressed miRNA analysis

The comparison of normalized read count data revealed overall uniformity across triplicate libraries derived from resistant strains compared to the susceptible strains of *S. frugiperda*. However, we found nine miRNAs that showed significant differential expression between the resistant and susceptible *S. frugiperda* strains (P < 0.05 and |log2 (fold-change)|> 1) (Table 2). Specifically, seven miRNAs were significantly downregulated in the resistant strain, of which the known miRNA, sfr-miR-10465-5p, showed the highest (− 4.90 fold) downregulation, followed by sfr-miR-novel-10 (− 3.09 fold) and sfr-miR-novel-53 (− 2.29 fold). 

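None of the 5 most abundant mature sequences passed the test. bmo-miR-8-5p had a log2 fold change of 0.05 (standard error 0.13, adjusted p = 0.791), bmo-bantam-5p of -0.01 (standard error 0.14, adjusted p = 0.981) and pxy-miR-10-5p of -0.07 (standard error 0.15, adjusted p = 0.759). bmo-miR-31-5p had a log2 fold change of -0.14 (standard error 0.08, adjusted p = 0.181) and sfr-miR-281-5p of -0.23 (standard error 0.09, adjusted p = 0.0749), and both were lower in every resistant library than in every susceptible library. Across the 172 miRNAs, Pearson's r of log2(CPM + 1) averaged 0.989 within the resistant libraries (0.987 to 0.991 over 3 pairs) and 0.990 within the susceptible libraries (0.988 to 0.991 over 3 pairs). Between the groups it averaged 0.974 (0.968 to 0.977 over 9 pairs). Spearman's rho averaged 0.990, 0.991 and 0.967. These correlations are across miRNAs, which are not independent replicates. The median SD between replicates over the 112 sequences tested was 0.258 on the log2 scale in the resistant libraries and 0.162 in the susceptible libraries.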

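In the libraries labelled resistant, 8 distinct mature sequences were higher and 4 were lower than in the libraries labelled susceptible, at an adjusted p under 0.05 and more than a 2-fold change. The 9 miRNAs of Table 2 were among these 12 sequences, 7 of them higher and 2 lower. All 9 had the sign opposite to that printed in Table 2. They were chosen by the study on the same libraries, so their count is not independent evidence. The other 3 were Spodoptera_mature_36, which was higher, and Spodoptera_mature_34 and Spodoptera_mature_49, which were lower. Counted with genomic copies, 15 of the 152 miRNAs tested passed, 10 higher and 5 lower. At any size of change, 40 of the 112 distinct sequences tested passed, 24 higher and 16 lower, or 56 miRNAs with copies. These come from the fit that held the copies. With each sequence counted once in the fit, 37 passed, 26 higher and 11 lower. Of the 40 sequences, 39 had all resistant libraries on the same side of all susceptible libraries. This was so for 56 of the 112 sequences tested (50%), where chance gives 10%. With libraries scaled to the mapped reads of Table 1, 3 sequences were higher and 23 lower past both thresholds. With upper-quartile factors, 11 were higher and 22 lower at any size of change. The count of 56 miRNAs fell to 26 without susceptible replicate 2 and to 35 without susceptible replicate 1.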

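sfr-miR-10465-5p (Spodoptera_mature_155), Spodoptera_mature_10 and Spodoptera_mature_53 had the largest rises in the libraries labelled resistant. Table 2 gives each of them as a fall. sfr-miR-10465-5p (Spodoptera_mature_155) had 571 ± 86.1 CPM (SD, n = 3) in the resistant and 18.6 ± 4.33 (SD, n = 3) in the susceptible libraries, a log2 fold change of 4.95 (standard error 0.22, adjusted p = 9.24e-08). Spodoptera_mature_10 had 275 ± 158 and 32.1 ± 3.48 CPM (SD, n = 3 each; log2 fold change 3.12, standard error 0.43, adjusted p = 0.000996). Spodoptera_mature_53 had 20.2 ± 5.78 and 3.69 ± 3.41 CPM (SD, n = 3 each; log2 fold change 2.39, standard error 0.55, adjusted p = 0.0113), from 0 to 32 counts per library. Its log2 fold change was 3.25 without susceptible replicate 2 and 1.92 without susceptible replicate 3. sfr-miR-10460-5p and Spodoptera_mature_60, whose precursors neighbour each other, rose with log2 fold changes of 1.60 (standard error 0.25, adjusted p = 0.00178) and 1.32 (standard error 0.23, adjusted p = 0.00263). sfr-miR-10483-2-3p had a log2 fold change of 1.42 (standard error 0.23, adjusted p = 0.00198), and Spodoptera_mature_11 of 1.19 (standard error 0.19, adjusted p = 0.00178). For each of these 7 miRNAs every resistant library lay above every susceptible library.
The precursor of Spodoptera_mature_10 lies at 812147 to 812208 on the minus strand of NC_049729.1, and that of Spodoptera_mature_155 at 2058979 to 2059035 on the minus strand of NC_049710.1. The sequence of Spodoptera_mature_155, cuggcuuguauucucgcugcc, differs from that of the sfr-miR-10465-5p listed as Spodoptera_mature_101 and Spodoptera_mature_102 by A4G, counted from 1 at the 5′ end of Spodoptera_mature_101, and is 1 base shorter. Spodoptera_mature_101 had 970 ± 140 CPM (SD, n = 3) in the resistant and 1176 ± 121 (SD, n = 3) in the susceptible libraries (log2 fold change -0.28, standard error 0.14, adjusted p = 0.158). Spodoptera_mature_155 held 33.9% to 39.1% of the counts of both in the resistant and 1.23% to 1.73% in the susceptible libraries. With both summed, the log2 fold change was 0.38 (standard error 0.14, adjusted p = 0.0568). sfr-miR-10483-2-3p differs from sfr-miR-10483-5p (Spodoptera_mature_116) by U8C, counted from the 5′ end, and the sum of this pair had a log2 fold change of -0.34 (standard error 0.13, adjusted p = 0.075). With libraries scaled to the mapped reads of Table 1, Spodoptera_mature_11, Spodoptera_mature_60, sfr-miR-10460-5p and sfr-miR-10483-2-3p had log2 fold changes of 0.54, 0.60, 0.88 and 0.75, under the 2-fold limit.

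**Figure D1:**
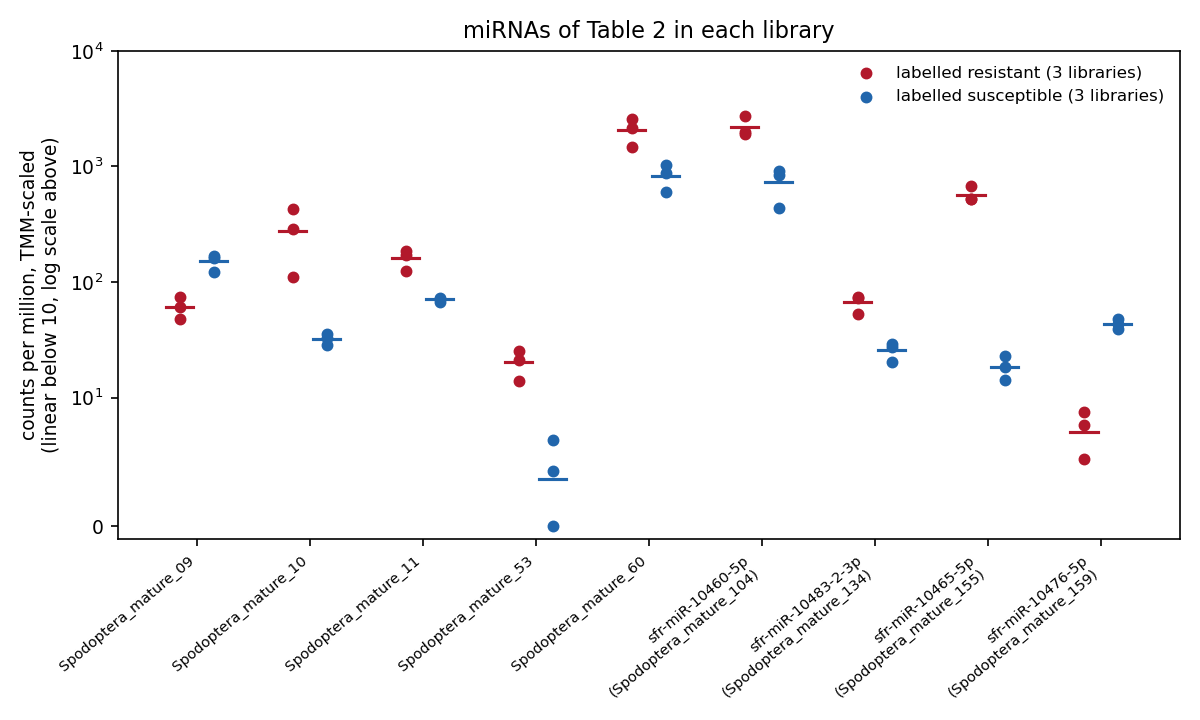
CPM, scaled by TMM, of the 9 miRNAs of Table 2 in each of the 3 libraries labelled resistant and the 3 labelled susceptible (points) with the group means (bars); the y axis is linear below 10 and on a log scale above. For 7 miRNAs the resistant libraries lie above the susceptible ones, and for Spodoptera_mature_09 and sfr-miR-10476-5p they lie below. These directions are opposite to those of Table 2.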

The two upregulated miRNAs in the resistant strain included one novel miRNA (sfr-miR-novel-09) exhibiting a 1.33-fold increase and one known miRNA (sfr-miR-10476-5p) with a higher expression of 2.54-fold (Table 2). 

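sfr-miR-10476-5p and Spodoptera_mature_09 were lower in the libraries labelled resistant, whereas Table 2 gives both as higher in the resistant strain. sfr-miR-10476-5p (Spodoptera_mature_159) had 7.34 ± 1.91 CPM (SD, n = 3) in the resistant and 43.6 ± 4.49 (SD, n = 3) in the susceptible libraries, a log2 fold change of -2.53 (standard error 0.28, adjusted p = 0.000211). Spodoptera_mature_09 had 61.2 ± 13.3 and 151 ± 24.8 CPM (SD, n = 3 each), a log2 fold change of -1.34 (standard error 0.21, adjusted p = 0.00178). All 3 resistant libraries lay below all 3 susceptible libraries for both miRNAs. The precursors of sfr-miR-10476-5p, which is listed with 2 copies, lie at 10828094 to 10828152 on the minus strand and at 11542990 to 11543048 on the plus strand of NC_049729.1, and that of Spodoptera_mature_09 at 1811533 to 1811587 on the plus strand of NC_049725.1. sfr-miR-10476-5p rested on 3 to 10 counts per library in the resistant group and was not tested where at least 10 counts in every library were required.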

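Spodoptera_mature_34, Spodoptera_mature_49 and Spodoptera_mature_36 also differed by more than 2-fold between the groups. Spodoptera_mature_34 had 5.94 ± 0.880 CPM (SD, n = 3) in the libraries labelled resistant and 15.8 ± 0.922 (SD, n = 3) in those labelled susceptible (log2 fold change -1.42, standard error 0.33, adjusted p = 0.0109). Spodoptera_mature_49 had 9.06 ± 2.71 and 23.7 ± 1.38 CPM (SD, n = 3 each; log2 fold change -1.42, standard error 0.30, adjusted p = 0.00631). Spodoptera_mature_36 had 24.2 ± 4.36 and 9.77 ± 4.69 CPM (SD, n = 3 each; log2 fold change 1.19, standard error 0.36, adjusted p = 0.0308). With DESeq2 the adjusted p was 0.0766 for Spodoptera_mature_34 and 0.0721 for Spodoptera_mature_36. Without resistant replicate 1 it was 0.0891 for Spodoptera_mature_34 and 0.0568 for Spodoptera_mature_49. For Spodoptera_mature_36 it was 0.107 without resistant replicate 2, 0.0853 without susceptible replicate 1 and 0.0695 without susceptible replicate 3. It was 0.0501 with upper-quartile factors and 0.424 with libraries scaled to the mapped reads of Table 1 (log2 fold change 0.53).

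**Figure D2:**
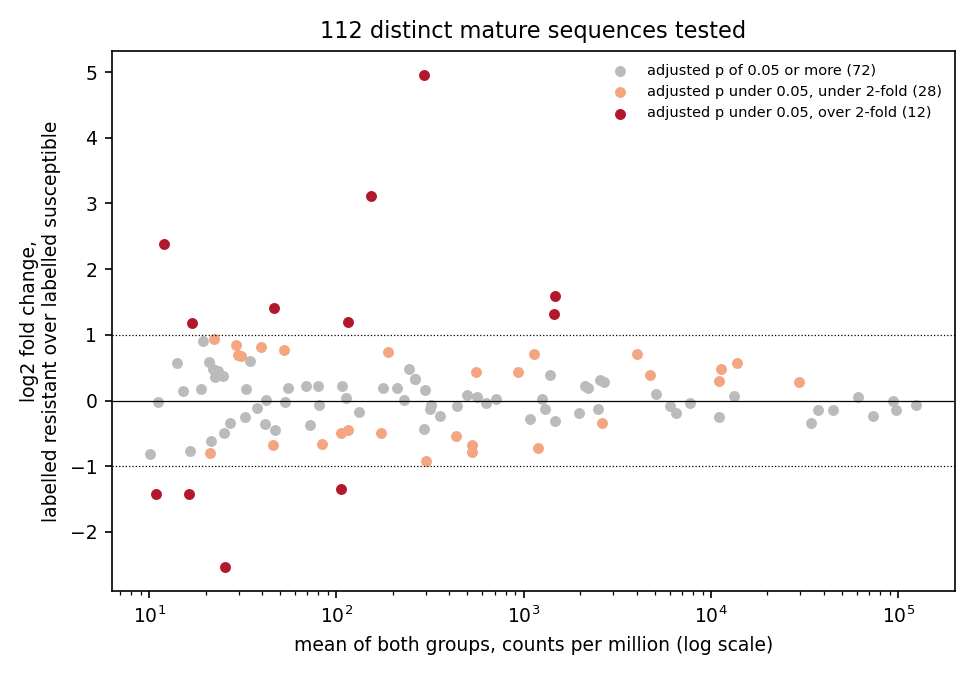
Log2 fold change, libraries labelled resistant over those labelled susceptible, against the mean CPM of both groups (log scale) for the 112 distinct mature sequences tested; dotted lines mark a 2-fold change. Dark points are the 12 sequences with an adjusted p under 0.05 and more than a 2-fold change, light points the 28 with a smaller change, and grey points the 72 that did not pass.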

The expression levels of these differentially expressed miRNAs were illustrated using volcano plots (Fig. S3). In general, the majority of the differentially expressed miRNAs were downregulated in the resistant strains compared to the susceptible strains of *S. frugiperda*. These results suggest the further necessity of validating these miRNAs to reveal their potential roles in diamide resistance.

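Of the miRNAs that the paper names from earlier insecticide studies, or their relatives in the table, 3 of 12 were higher in the libraries labelled resistant, 2 were lower and 7 did not pass the test, with the same counts when adjusted over the list alone. The higher ones were sfr-miR-14-5p (log2 fold change 0.57, standard error 0.10, adjusted p = 0.00265), which acts in insulin and ecdysone signalling of insects, bmo-miR-282-5p (log2 fold change 0.71, standard error 0.17, adjusted p = 0.0126) and sfr-miR-7-5p (log2 fold change 0.93, standard error 0.31, adjusted p = 0.0461). sfr-miR-375-5p (log2 fold change -0.49, standard error 0.15, adjusted p = 0.0336) and sfr-miR-10483-5p (log2 fold change -0.53, standard error 0.14, adjusted p = 0.0156) were lower. The calls of sfr-miR-7-5p (adjusted p = 0.129 with DESeq2) and sfr-miR-375-5p were lost in most of the settings that left out a library. In the miR-279 family, 1 of 4 members rose, sfr-miR-279a-5p (log2 fold change 0.71, standard error 0.15, adjusted p = 0.00686), and 3 rose when adjusted over the list alone. Among miRNAs of the nervous system and sense organs, bmo-miR-9a-5p (log2 fold change 0.49, standard error 0.09, adjusted p = 0.00459) and sfr-miR-7-5p rose and the other 5 did not pass. bmo-miR-305-5p (log2 fold change 0.44, standard error 0.13, adjusted p = 0.0271) and sfr-miR-14-5p rose among 5 tested miRNAs of insulin signalling and lipid metabolism. sfr-miR-14-5p was also the only 1 of 6 miRNAs of moulting and growth to pass the test, and bmo-let-7-5p did not (log2 fold change 0.39, standard error 0.15, adjusted p = 0.0586). With libraries scaled to the mapped reads of Table 1, sfr-miR-14-5p was at -0.15, sfr-miR-279a-5p at -0.03, bmo-miR-9a-5p at -0.23, bmo-miR-305-5p at -0.26 and bmo-miR-282-5p at 0.01. With upper-quartile factors the call of bmo-miR-305-5p was lost (adjusted p = 0.158).
In the list of miR-71, miR-2 and miR-13 members, bmo-miR-13a-5p (log2 fold change 0.68, standard error 0.22, adjusted p = 0.043) rose and the other 5 did not pass. None of the 6 passed when adjusted over the list alone. By the precursor coordinates, bmo-miR-71-3p did not lie within 10 kb of the others on the same strand. The call of bmo-miR-13a-5p was lost with DESeq2 (adjusted p = 0.16), TMM factors of 1, upper-quartile factors (adjusted p = 0.119) and mapped reads (log2 fold change -0.01). None of 4 miRNAs of the Hox gene clusters and not the muscle miRNA bmo-miR-133 (log2 fold change 0.20, adjusted p = 0.381) passed. The mean log2 fold change was -0.01 and the median 0.01 for the Hox list, and 0.16 and -0.02 for the list of the nervous system. No list was called by camera at an adjusted p under 0.05. The miRNAs of Table 2, which the study chose for their change in these libraries so that their test is not independent evidence, had the lowest p (unadjusted p = 0.00938, adjusted p = 0.0938, and adjusted p = 0.519 with an estimated correlation), the only 1 of 10 lists with an unadjusted p under 0.05. camera gave an adjusted p of 0.585 for the miR-279 family, 0.909 for the list of miR-71, miR-2 and miR-13, and 0.93 for the other lists above. fry called 5 lists, each for a rise, which were Table 2 (adjusted p = 0.00134), the miR-279 family (adjusted p = 0.00923), and at an adjusted p of 0.0332 the sfr-miR-10458 to sfr-miR-10504 list, moulting and growth, and insulin signalling and lipid metabolism. It gave an adjusted p of 0.119 for the list of miR-71, miR-2 and miR-13, and 0.439 for the nervous system. For earlier insecticide studies fry gave 0.572, and for the Hox clusters 0.882. Scaled to the mapped reads, all 4 members of the miR-279 family and all 6 of moulting and growth had log2 fold changes below 0, as did all 5 of insulin signalling and lipid metabolism. With upper-quartile factors 3 of 6 of moulting and growth (mean -0.01) and 3 of 5 of insulin signalling and lipid metabolism (mean -0.04) were below 0. From the 9 miRNAs of Table 2, the paper states that most differentially expressed miRNAs were lower in the resistant strain, and it proposes that further tests of them are needed to reveal a role in diamide resistance. By the library labels, these 9 miRNAs had the opposite signs here.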

### Diamide toxicity evaluation

Diamide toxicity in the field populations of *S. frugiperda* is summarized in Table 3. The bioassay results of chlorantraniliprole and flubendiamide showed that the LC_50_ for field populations of *S. frugiperda* were 0.26 mg/L and 1.47 mg/L, respectively. The resulting LC_50_ values of both insecticides were used to investigate the expression patterns of the differentially expressed miRNAs under diamide exposure.

**Table 3:** Toxicity analysis of *S. frugiperda* field populations in response to diamide insecticides.

Insecticide	N	LC_50_ (mg/L)	95% Fiducial limits		Slope (± SE)	χ^2^
			Lower	Upper		
Chlorantraniliprole	540	0.26	0.07	0.47	1.47 ± 0.48	0.18
Flubendiamide	630	1.47	0.24	4.27	0.80 ± 0.21	0.73

N: Number of larvae assayed; χ^2^: Chi-square value.

### Time-dependent expression profiles of miRNAs in response to diamide exposure

We examined the induction or repression profiles of nine miRNAs (four known and five novel) following chlorantraniliprole and flubendiamide exposure that was shown to be differentially expressed between resistant and susceptible *S. frugiperda* strains. Most of the selected miRNAs showed similar expression patterns in response to chlorantraniliprole and flubendiamide exposure at different time points, as determined by Illumina sequencing. Compared to the acetone-treated control, three miRNAs, including sfr-miR-novel-11, sfr-miR-10460-5p and sfr-miR-10476-5p, showed consistently downregulated expression across all time points after chlorantraniliprole and flubendiamide treatments. Similarly, the expression of sfr-miR-10483-2-3p and sfr-miR-10465-5p was downregulated at 12 h, with significant upregulation at 24 h after chlorantraniliprole treatment (Figs. 1 and 2). Comparatively, sfr-miR-novel-53 showed variable expression at different time points, initially upregulated at 12 h and then downregulated after 24 h exposure to chlorantraniliprole and flubendiamide. Interestingly, sfr-miR-novel-60 was confirmed to be significantly downregulated after 12 and 24 h, and sfr-miR-novel-09 showed significant upregulation at 24 h of chlorantraniliprole treatment. However, both of these miRNAs depicted a significant upward-downward trend after flubendiamide exposure for 12–24 h. In contrast, one putative novel miRNA (sfr-miR-novel-10) was consistently upregulated at all time points following exposure to chlorantraniliprole and flubendiamide. Additionally, a few miRNAs showed no significant changes in expression (induction or repression), such as sfr-miR-novel-09 after 12 h of chlorantraniliprole treatment, sfr-miR-10460-5p, and sfr-miR-10483–2-3p after 12 h and sfr-miR-10465-5p after 24 h flubendiamide exposure (Figs. 1 and 2).

**Figure 1:**
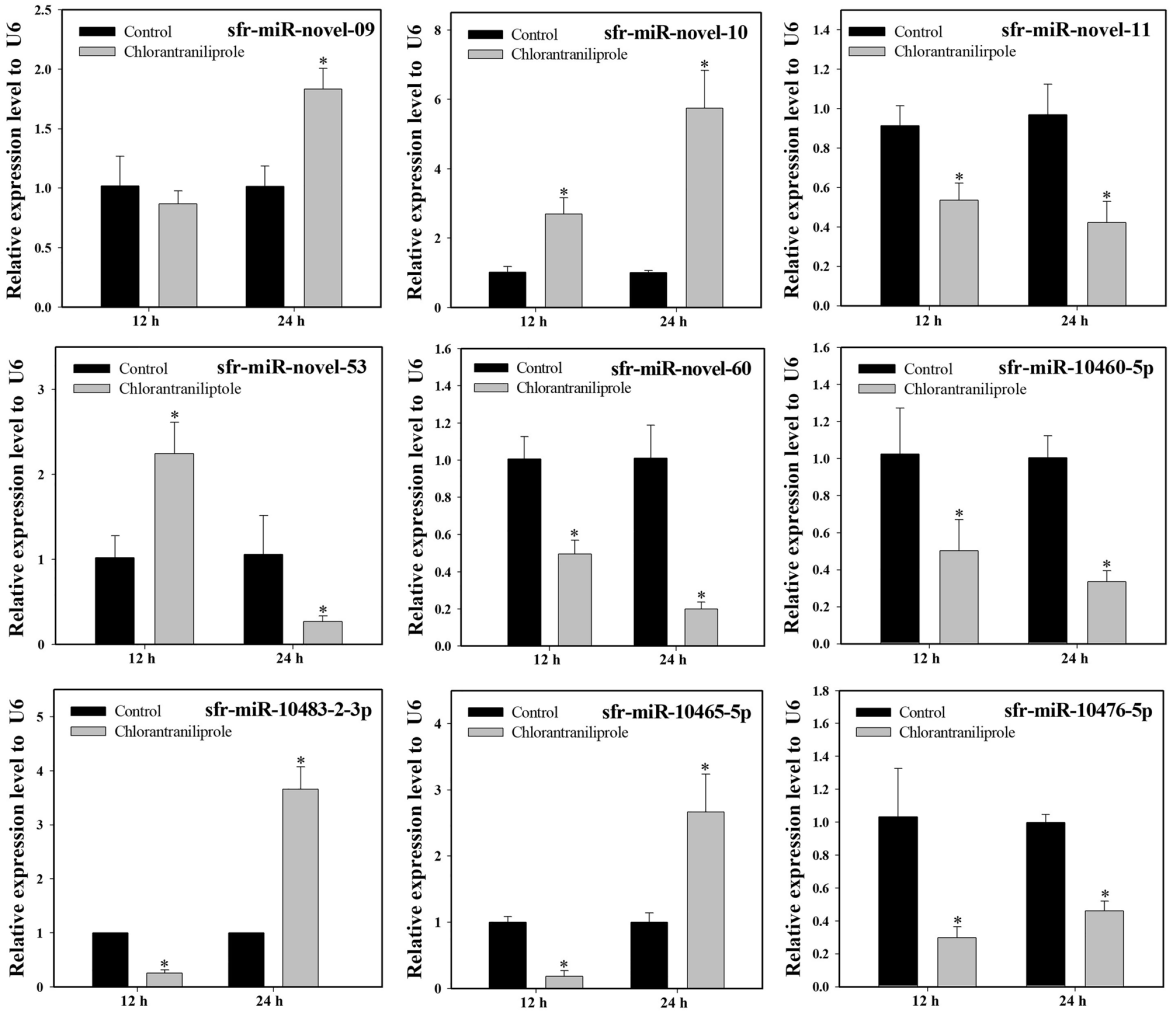
Relative expression of differentially expressed miRNAs after chlorantraniliprole treatment in the field populations of *S. frugiperda*. The expression levels were normalized by U6. Statistical significance was analysed using a paired t-test. The asterisks represent significant difference (P < 0.05).

**Figure 2:**
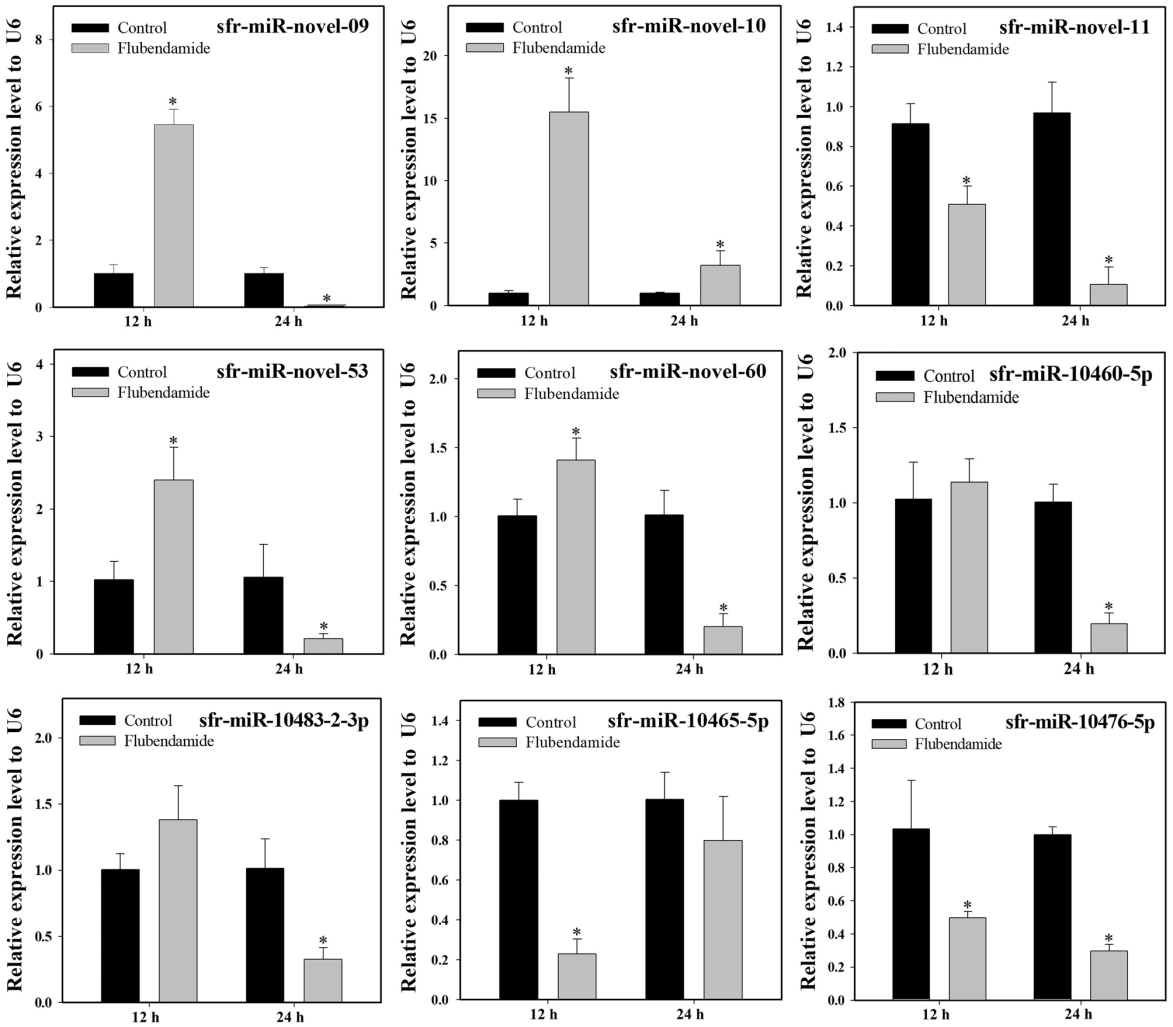
Relative expression of differentially expressed miRNAs after flubendamide treatment in the field populations of *S. frugiperda*. The expression levels were normalized by U6. Statistical significance was analysed using a paired t-test. The asterisks represent significant difference (P < 0.05).

### Gene Ontology (GO) enrichment and KEGG pathway analysis of target genes

GO enrichment analysis was performed to understand the functional relevance of the putative target transcripts of the differentially expressed miRNAs. The GO annotations assigned a total of 55,263 target transcripts according to their involvement in biological processes (49.36%), molecular functions (30.22%), and cellular components (20.42%), comprising 45 GO terms (Fig. 3, Table S3). The highly enriched putative functions among the target genes were mainly focused on the cellular, anatomical entity and protein-containing complex in the molecular function category, followed by binding and catalytic activity represented in the cellular component category. Cellular processes, metabolic processes, biological regulation, localization, response to stimulus, and signalling were the most abundant functions in the biological process category (Table S3).

**Figure 3:**
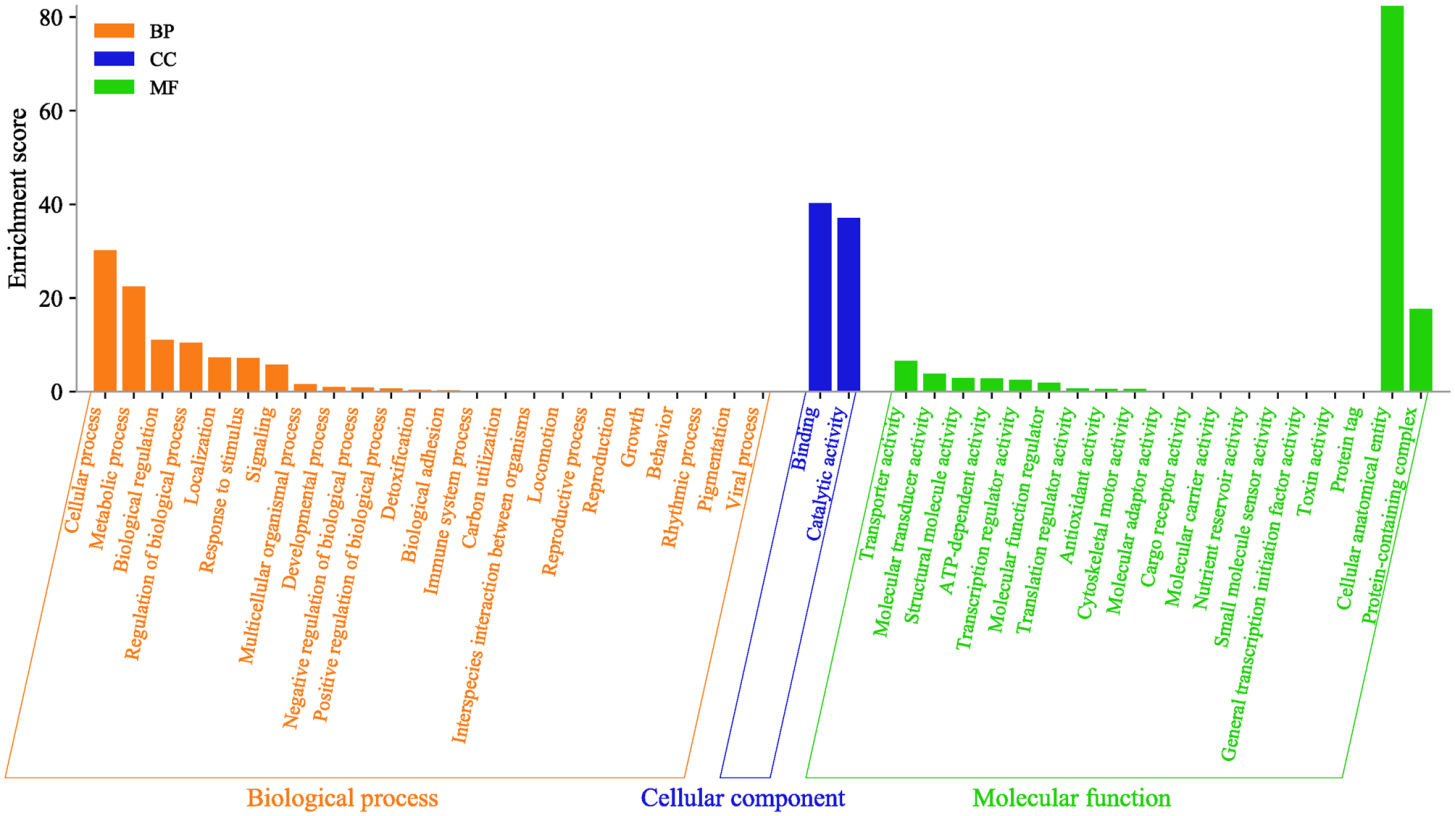
Gene ontology (GO) analysis of the most targeted genes of the differentially expressed miRNAs in *S. frugiperda.*

### Prediction of target genes involved in the detoxification pathway

Considering only nine differentially expressed miRNAs between resistant and susceptible strains of *S. frugiperda*, potential target transcripts were predicted using the algorithms applied by the psRNATarget server (https://www.zhaolab.org/psRNATarget/). We further explored the interaction between nine differentially expressed miRNAs and their target transcripts, specifically, those genes likely to be involved in the detoxification of insecticides (Fig. 4; Table S4). Target genes encoded three-phase enzymes, including three cytochrome P450s (*CYB561D2*, *CYP6B2* and *CYP12A2*) and one cholinesterase (*ChE1*) from phase I, two UDP-glucuronosyl transferases (*UGT2B19* and *UGT2C1*) and two glutathione S-transferases (*GST* and *GST-2*) from phase II, and two ABC transporters (*ABCC13* and *ABCA1*) from phase III detoxification pathways. We also identified the ryanodine receptor (*RyR*), broad-complex core protein (*BR-C*), ecdysone-induced protein 78C-like (*EcR-78C*), Krüppel-like factor (*KLF 6_7*), and juvenile hormone binding protein-like (*JHBP*) in our transcriptome analyses (Fig. 4).

**Figure 4:**
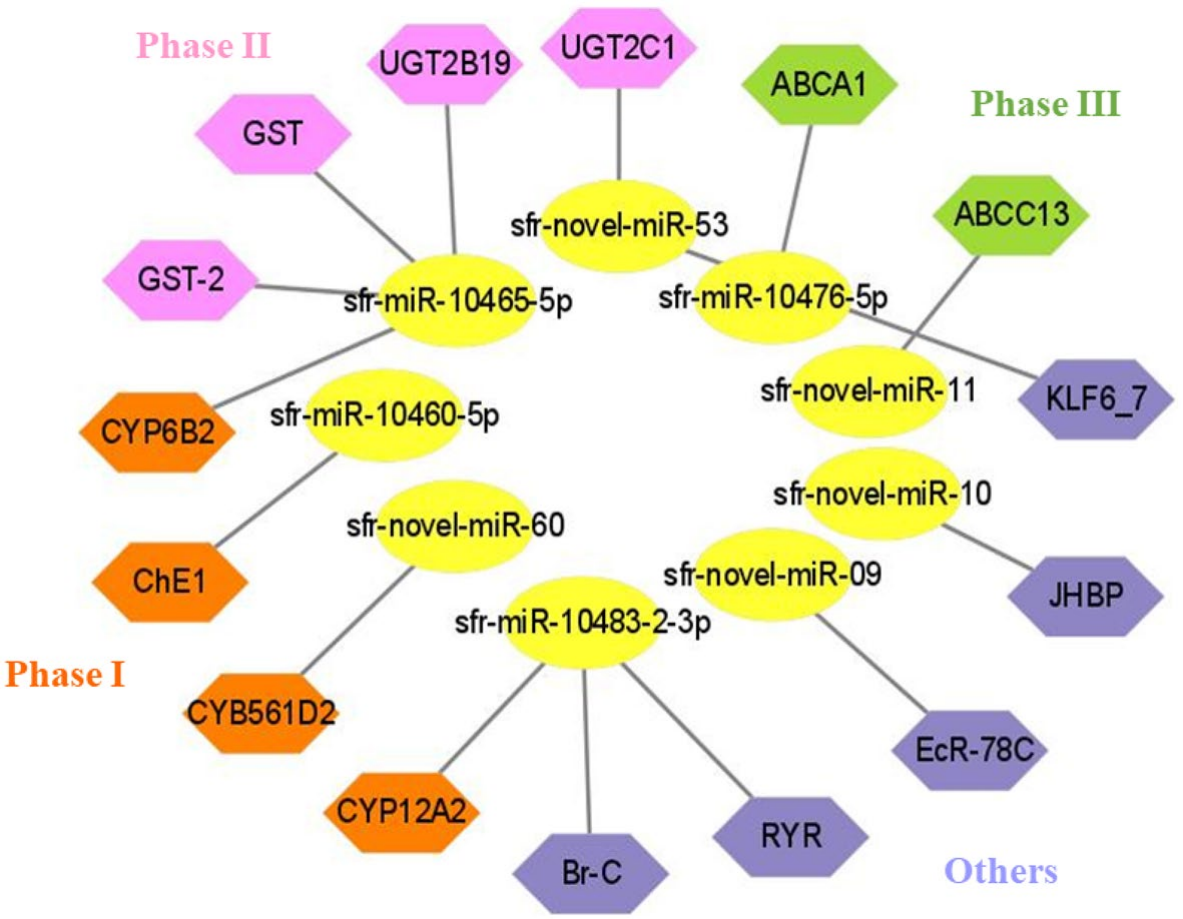
Putative target genes of differentially expressed miRNAs.

### Correlation between the expression levels of the miRNAs and their target genes

To gain insight into the functional relationship between miRNAs and their corresponding putative targets, we estimated the expression profiles of target genes using RT-qPCR. The annotation of the 15 putative target transcripts showed an inverse expression pattern compared to their associated miRNAs at the same time points following chlorantraniliprole and flubendiamide exposure, except for a few positively correlated miRNA-mRNAs. For example, the relative expression of miRNAs (sfr-miR-novel-60, sfr-miR-10460-5p, sfr-miR-novel-11, sfr-miR-10476-5p) were significantly down-regulated, while the corresponding predicted targets (*CYB561D2*, *ChE1*, *ABCC13*, and *ABCA1*, respectively) were significantly upregulated following chlorantraniliprole treatments compared to the acetone-treated control at the same time points (Figs. 1 and 5). Furthermore, the expression of the target genes *JHBP* exhibited significant positive correlation for expression level with its corresponding miRNA sfr-miR-novel-10 at all-time points after exposure to chlorantraniliprole. Additionally, the putative targets of the miRNA, sfr-miR-novel-09 (*EcR-78C*), sfr-miR-novel-53 (*KLF 6_7* and *UGT2C1*), sfr-miR-10465-5p (*CYP6B2*, *GST*, *GST-2*, *UGT2B19*) and sfr-miR-10483-2-3p (*CYP12A2*, *RyR* and *BR-C*) showed variable relationships (either positive, negative or non-significant differences) with their potential targets after treatments of chlorantraniliprole at 12 and 24 h (Figs. 1 and 5).

**Figure 5:**
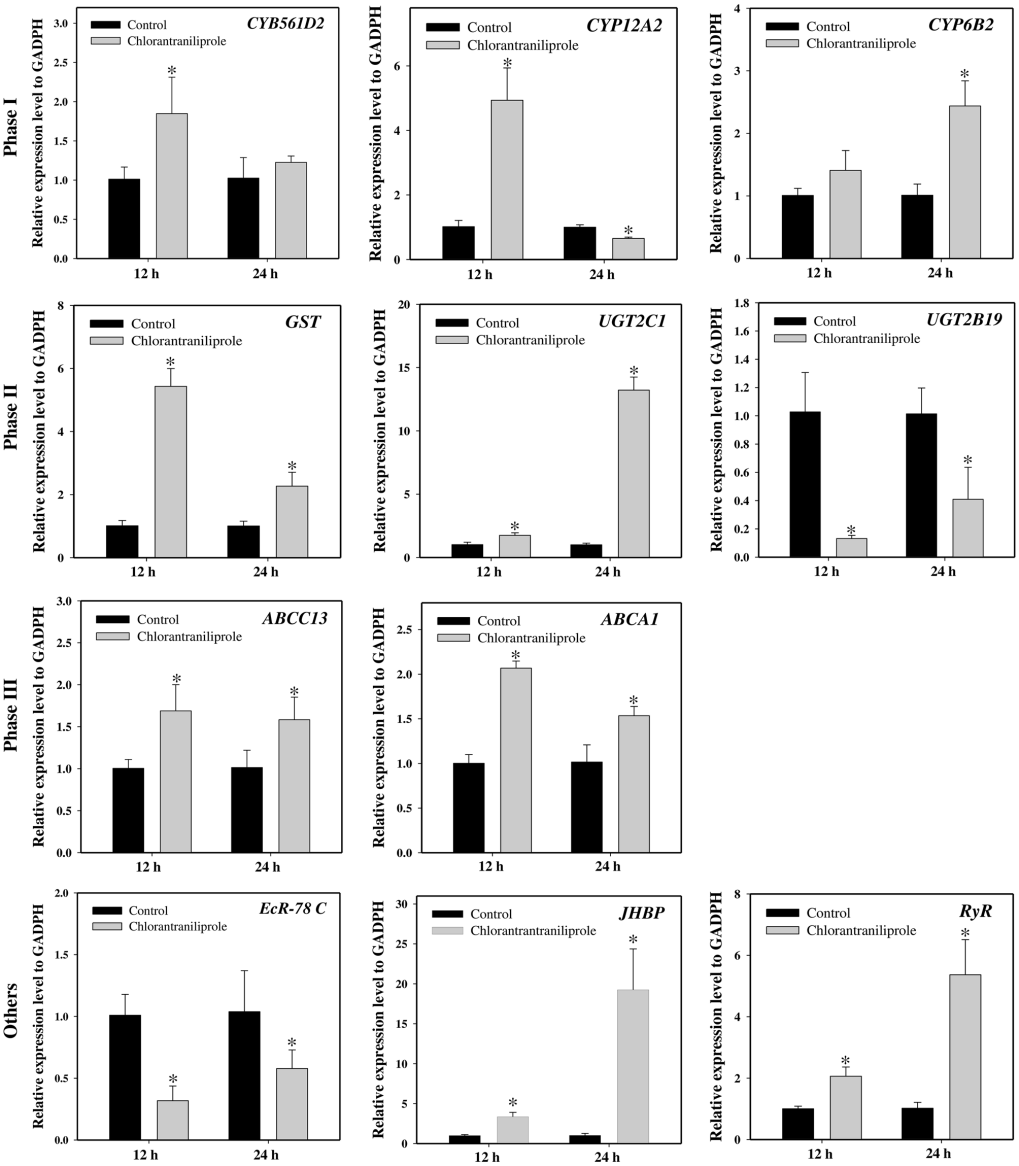
Relative expression of potential target genes of differentially expressed miRNAs after chlorantraniliprole treatment in the field populations of *S. frugiperda*. The expression levels were normalized by GADPH. Statistical significance was analysed using a paired t-test. The asterisks represent significant difference (P < 0.05).

Similarly, sfr-miR-10465-5p, sfr-miR-novel-11, and sfr-miR-10476-5p exhibited significantly decreased levels of expression with the significant upregulation of the corresponding predicted targets (*CYP6B2* and *GST*, *ABCC13* and *ABCA1*, respectively) in response to flubendamide exposure at all-time points, compared to the acetone-treated control (Figs. 2 and 6). Meanwhile, the expressions level of the potential targets for sfr-miR-novel-10 (*JHBP*) and sfr-miR-10465-5p (*GST-2* and *UGT2B19*) showed significant positive relationships with the expression of its corresponding miRNAs at 12 and 24 h in response to flubendamide exposure. Moreover, the expression levels of the putative target genes (*CYB561D2*, *ChE1*, *EcR-78C*, *KLF 6_7* and *UGT2C1*, *CYP12A2*, *RyR* and *BR-C*) and their corresponding miRNAs (sfr-miR-novel-60, sfr-miR-10460-5p, sfr-miR-novel-09, sfr-miR-novel-53, and miR-10483-2-3p, respectively) significantly demonstrated varying associations (i.e., positive, negative, or non-significant distinctions) subsequent to exposure to flubendamide at both the 12 and 24 h time points (Figs. 2 and 6). Overall, although the expression profiles of a few miRNAs and their target mRNAs showed no statistically significant correlations, mRNA expression was negatively associated with their corresponding miRNAs at the same time points after exposure to flubendiamide and chlorantraniliprole.

**Figure 6:**
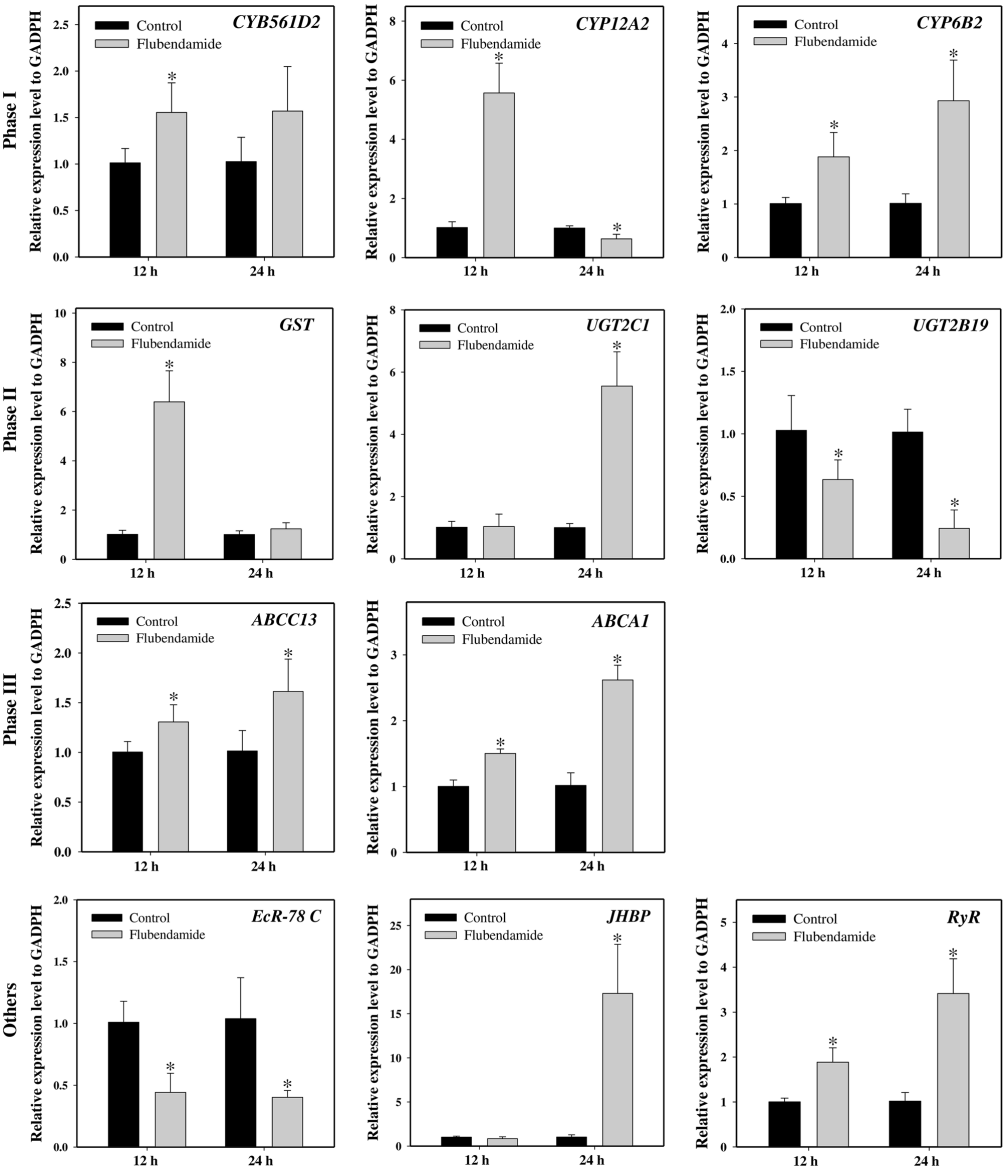
Relative expression of potential target genes of differentially expressed miRNAs after flubendamide treatment in the field populations of *S. frugiperda*. The expression levels were normalized by GADPH. Statistical significance was analysed using a paired t-test. The asterisks represent significant difference (P < 0.05).

## Discussion

In recent years, there has been a growing interest among researchers in prediction of miRNAs which are involved in post-transcriptional regulation of insecticide resistance, particularly those targeting detoxification genes across various insect species^21^. However, understanding the profiles and functions of miRNAs in insecticide metabolism in *S*. *frugiperda* is significantly hindered, given the paucity of genetic functional validation and biochemical studies involving heterologously expressed enzymes for further investigation^28,47^. In this context, we have identified, characterized, and validated both conserved and novel miRNAs from *S*. *frugiperda* in response to diamide exposure. The discovery of these novel miRNAs will serve as a foundation for future research of miRNAs associated with diamide resistance in *S*. *frugiperda* and is a valuable contribution to the existing insect miRNA database. Subsequent analysis revealed potential target genes for some differentially expressed miRNAs that may play important roles in the development of insecticide resistance, providing insight into future approaches to integrated pest management.

Recent advances in high-throughput sequencing technologies and algorithms have enabled the precise identification of miRNAs and the prediction of their functions in several insect species, including *S*. *frugiperda*, with 404, 504, and 460 miRNAs^27–29^. The present study contributes to this existing knowledge by identifying 172 miRNA precursors, consisting of 109 known and 63 novel miRNAs, with the most abundant 22nt length miRNAs among all the libraries retained from resistant and susceptible strains of* S*. *frugiperda*. The typical length of the miRNAs obtained in our study was consistent with previous reports^21,28,31,38,48–50^. In addition, we found nine differentially expressed miRNAs in the resistant strain compared to the susceptible strain of* S*. *frugiperda*. Interestingly, our results demonstrated that seven miRNAs were significantly downregulated, and two were upregulated in the resistant strain compared to the susceptible strain of* S*. *frugiperda*.

Furthermore, this study identified the relative expression of nine differentially expressed miRNAs that exhibited significant downregulation (sfr-miR-novel-11, sfr-miR-10460-5p and sfr-miR-10476-5p) or upregulation (sfr-miR-novel-10) or displayed variable expression (sfr-miR-novel-09, sfr-miR-novel-60, sfr-miR-novel-53, sfr-miR-10465-5p, sfr-miR-10483-2-3p) at different time points following exposure to either chlorantraniliprole or flubendiamide in field populations of *S*. *frugiperda* collected from Korea. Overall, our expression analysis data showed a notable repression pattern of miRNAs and supported the hypothesis of miRNA-mediated post-transcriptional regulation in response to insecticide exposure. Consistent with our findings, some studies have provided evidence of repression of miRNAs (miR-7a, miR-8519, miR-2b-3p, and miR-14b-5p) conferring chlorantraniliprole resistance in *P*. *xylostella*^32,33^. Although we hypothesized that the differential miRNA expression patterns are associated with metabolic detoxification of diamides in *S*. *frugiperda*, the functional analysis, and verification of the regulatory relationships of these miRNAs remain to be elucidated.

Additional annotation of putative target transcripts of the nine differentially expressed miRNAs was predicted to target phase I (*P450* and *ChE1*), II (*GST* and *UGT*), III (*ABC*) detoxification pathways, and ryanodine receptor (*RyR*), which are likely to be involved in diamide detoxification. Several miRNA sequencing studies in insects have suggested that the induction of multiple cytochrome P450 genes (*P450*s), accompanied by the significant repression of their putative targeting miRNAs, may be a contributing factor to insecticide resistance^31,51,52^. Specifically, the reduced expression levels of several miRNAs (miR-8534-5p, miR-375-5p, miR-2b-3p, and miR-14b-5p) significantly increased the expression levels of putative P450 targets (*CYP6B6*, *CYP4G15*, *CYP9F2* and *CYP307A1*, respectively) that may play a role in metabolic resistance to chlorantraniliprole in *P*. *xylostella*^31,32^. Previous studies also support the hypothesis that the miR‑310s cluster induces the upregulation of several *CYP* genes associated with DDT resistance in *Drosophila*^36^. Furthermore, our results are consistent with a recent study speculating that miRNA-190-5p participates in resistance to chlorantraniliprole by upregulating *CYP6K2* in *S*. *frugiperda*^29^.

Comparative gene expression analysis in the current study revealed that the upregulation of cytochrome P450 target transcripts (*CYB561D2*, *CYP12A2*, and *CYP6B2*) was correlated with the downregulation of their corresponding miRNAs (sfr-miR-novel-60, sfr-miR-10483-2-3p, and sfr-miR-10465-5p, respectively), either after 12 or 24 h of treatment with chlorantraniliprole and flubendiamide in *S*. *frugiperda*. Previous studies indicated that the over expression of cytochrome P450s and reduced expression of miRNAs is associated with enhanced metabolic detoxification of insecticides and might contribute to insecticide resistance^29,32,53^. Despite the strong correlation between miRNAs and the significant upregulation of P450s in the present study, it is imperative to conduct further functional analyses to confirm the predicted results of miRNA-mediated post-transcriptional regulation in diamide detoxification.

Esterases (*EST*s) play vital roles as detoxification genes in insects. Here, we demonstrated that the target transcript *ChE1* was significantly upregulated with reduced expression of its corresponding miRNA (sfr-miR-10460-5p) in response to treatment with chlorantraniliprole. Previous studies have confirmed that the significant upregulation of esterase genes mediates resistance to malathion and chlorpyrifos in *B*. *dorsalis* and *P*. *xylostella*, respectively^54,55^.

Numerous studies have provided supporting evidence that the induction of multifunctional enzymes, such as GSTs and UGTs, by an insecticide usually increases the chances of involvement in the metabolism and detoxification of xenobiotic compounds^56^. The expression of *GSTe1* was upregulated when exposed to imidacloprid, highlighting its role in *Sogatella furcifera* resistance^53^. Likewise, overexpression of four GST genes, *NlGSTs1*, *NlGSTs2*, *NlGSTe1*, and *NlGSTm1*, was associated with imidacloprid resistance in *N*. *lugens*^56^. *tci-miR-1-3p* mediates cyflumetofen resistance by upregulating the expression of *TCGSTM4* in *T. cinnabarinus*^57^. The expression of *GSTu1* induced by miR-8525-5p is markedly involved in chlorantraniliprole resistance in *P*. *xylostella*^41^. Overexpression of *UGT2B17* significantly increased the toxicity of chlorantraniliprole in *P*. *xylostella*, suggesting that UGT plays a role in detoxification^42^. Hu et al.^58^ analysed that the three UGT genes (*UGT33J*3, *UGT33V4*, *UGT33T3*) were significantly induced. However, *UGT40U2* was slightly downregulated under chlorantraniliprole exposure in *S*. *exigua*. Similar results were found in the present study, whereby both positive and negative associations (upregulation or downregulation) of the expression levels of the miRNAs and their putative target genes, sfr-miR-novel-53 (*UGT2C1*) and sfr-miR-10465-5p (*GST*, *GST-2*, and *UGT2B19*), were observed in response to chlorantraniliprole and flubendiamide treatments.

To date, several studies have provided new insights into the involvement of ABC transporters in xenobiotic detoxification in arthropods^44,59–63^. Increased expression of multiple ABC transporters (*CsABCC8*, *CsABCG1C* and *CsABCH1*) was observed in the *C*. *suppressalis* after exposure to chlorantraniliprole^45^. The induction of numerous ABC transporters (*ABCG6*, *ABCG9* and *ABCG14*) confirms the regulation of chlorantraniliprole resistance in *P*. *xylostella*^46^. miR-998-3p has been reported to modulate the expression of *ABCC2* and mediate *Cry1Ac* resistance in *Helicoverpa armigera*, *S*. *exigua,* and *P*. *xylostella*^64^. The overexpression of *ABCB1* has been linked to the detoxification metabolism and chlorantraniliprole resistance in *S*. *frugiperda*^65^. Similar results were observed in our study, where two ABC transporters, *ABCC13* and *ABCA1*, were significantly upregulated with the downregulation of their corresponding miRNAs (sfr-miR-novel-11 and sfr-miR-10476-5p, respectively), indicating their participation in diamide detoxification. However, the underlying regulatory mechanisms require further investigation.

*RyRs* have been identified as a target of novel diamide insecticides in several insect species. However, the molecular mechanisms underlying *RyR*-mediated insecticide resistance remain unclear. Significantly downregulated expression of ryanodine receptors is associated with chlorantraniliprole resistance in *P*. *xylostella*^17^. Yang et al.^66^ provided empirical evidence regarding the roles of miRNAs in chlorantraniliprole insecticide resistance through the repression of ryanodine receptors in the white-backed planthopper *S. furcifera*. The upregulation of ryanodine receptor mRNA indicated increased resistance levels in *P*. *xylostella* and *S*. *exigua* in response to diamide exposure^67,68^. Interestingly, our results dovetail with the hypothesis that miRNAs, miR-7a and miR-8519, are most likely involved in chlorantraniliprole resistance through overexpression of *PxRyR* in *P*. *xylostella*^33^. The current study evaluated the expression level of the target transcript, ryanodine receptor (*RyR*), which is predicted to be the target of a known miRNA, sfr-miR-10483-2-3p. The expression profiles demonstrated the significant upregulation of the *RyR* gene with significant repression of the corresponding miRNA sfr-miR-10483-2-3p, establishing an inverse miRNA-mRNA relationship in* S*. *frugiperda* either at 12 and 24 h after chlorantraniliprole and flubendiamide exposure, respectively. However, it was positively correlated after 24 h of chlorantraniliprole treatment. Further investigations are required to confirm this hypothesis.

In insects, transcription factors (TFs), including Ecdysone receptor (*EcR*) and Broad-complex protein (*Br-C*), participate during metamorphosis and Krüppel-like factor 6_7 (*KLF6*_7) are associated with cellular growth and development. However, their exact role in insecticide resistance remains unclear. A previous study showed that *EcR* mRNA expression is significantly upregulated by methoxyfenozide in *S*. *frugiperda*^69^ and *S*. *exigua*^70^. Wu et al.^71^ reported the overexpression of *EcR* and *Br-C* genes associated with thiamethoxam resistance in the resistant strain of *A*. *gossypii*. The expression levels of *EcR* and *JHBP* genes were significantly upregulated in acetamiprid-resistant strains and downregulated in imidacloprid-resistant strains of *A*. *gossypii*^72,73^. The findings from this study showed that the increased expression of target genes involved in regulating the developmental process, such as *JHBP*, exhibited a positive relationship with the corresponding putative miRNA (sfr-miR-novel-10). In contrast, *Br*-*C* (sfr-miR-10483-2-3p) showed non-significant differences across all time intervals after both chlorantraniliprole and flubendiamide treatments. *EcR-78C* and *KLF6*_7 demonstrated variable relationships (negative or positive) with miRNAs (sfr-miR-novel-09 and sfr-miR-novel-53, respectively) at different time points after chlorantraniliprole and flubendiamide exposure.

Although there is currently no conclusive evidence to support specific roles of differentially expressed miRNAs in regulating corresponding target genes and their function in insecticide resistance, this study enticingly suggests the potential participation of miRNAs in coordinating detoxification responses during the diamide exposure or could point to their involvement in a regulation of transcript levels of their target detoxification genes in *S. frugiperda*.

## Methods

### *S. frugiperda* strains

The insecticide-resistant *S. frugiperda* strain was kindly provided by Dr. David Mota-Sanchez of Michigan State University (MSU) for developing miRNA libraries at MSU. A detailed description of this resistant strain has been provided in the literature^74,75^. The susceptible colony was obtained from the Benzon Research Lab (https://www.benzonresearch.com/). In the toxicity bioassays, the susceptible strain experienced 87% mortality when exposed to 3 ppm of chlorantraniliprole, whereas the resistant strain displayed a significantly lower mortality rate of 14% when exposed to 10 ppm of the same pesticide (Fig. S1). The *S. frugiperda* field population was collected from Yeongcheon, Republic of Korea (36°00′080′′ N, 128°98′862′′ E). All populations were maintained on an artificial diet at 25 ± 2 °C and 65 ± 5% relative humidity (RH) and a 14 h light (L): 10 h dark (D) photoperiod. Adults were provided with a 20% (w/v) sugar solution.

### Small RNA library construction and sequencing

Three biological replicates of 100 insecticide-resistant and -susceptible strains of 3–5 day-old larvae were collected for total RNA extraction using the Qiagen miRNeasy Mini Kit, according to the manufacturer’s instructions (Qiagen, Valencia, CA). The integrity and purity of the total RNA were assessed for all samples using an Agilent 2100 Bioanalyzer (Agilent Technologies, Germany), and RNA concentrations were estimated using NanoDrop One (Thermo, Wilmington, USA). Qualified total RNA was used to construct sRNA libraries using the TruSeq small RNA Sample Pre Kit (Illumina). Illumina sRNA libraries were constructed from each pool, and 50-bp single-end (SE50) sequence read data were generated on an Illumina HiSeq 4000 at the Research Technology Support Facility (Michigan State University, East Lancing, MI, USA). Clean reads were obtained from the raw data after processing adapters, low-quality reads, and sequences of fewer than 18 nucleotides using cutadapt v.3.4^76^. Clean reads were mapped to the *S*. *frugiperda* genome from the NCBI database (ZJU_Sfru_1.0) to analyse the distribution of the mapped sRNA on the reference sequence.

Furthermore, the trimmed reads were aligned to the miRNA precursors of *S*. *frugiperda*, *P. xylostella*, and *B. mori* in miRbase R.22. using miRDeep2^77^. Only tags matching exactly with the mature 5′ or 3′ regions of three previously annotated species miRNAs (miRbase R.21; file mature.fa) were accepted as known miRNAs and retained for further analysis. Unannotated clean sequences that did not match the above databases were further used to analyse and predict novel miRNAs using the miRDeep2 software.

### Differential expression analysis of miRNAs

To estimate the expression profiles within each replicate library from resistance (n = 3) and susceptible (n = 3) strains, the read counts of miRNAs were normalized to Reads Per Million mapped reads (RPM) through the normalization formula: Normalized expression = (number of mapped reads/total number of mapped reads) × 1,000,000. Then we used the package DESeq to analyse the differentially expressed miRNAs between libraries^78^, all *P* values were adjusted by Benjamini–Hochberg false discovery rate (FDR) procedure^79^, and the threshold for significant differential expression by default was P < 0.05 and |log2 (fold change)|> 1.

### Diamide toxicity bioassays

Bioassays using two diamide insecticides, chlorantraniliprole and flubendiamide, were conducted to calculate sublethal doses using field-collected third-instar larvae (6–7 days old) of *S. frugiperda* following the artificial diet-dipping method^80^. Briefly, test solutions of chlorantraniliprole (CAS No. 500008-45-7; ≥ 95% pure) and flubendiamide (CAS No. 272451-65-7; ≥ 98% pure) were prepared using technical grade insecticides (Sigma-Aldrich, St. Louis, MO, USA) dissolved in acetone to prepare the stock solution. Each treatment included four biological replicates, consisting of 10 individuals per replicate. The artificial diet was cut into an area of 1.5 cm^2^ with a thickness of 5 mm and dipped into the solutions for 30 s with acetone as the control. Artificial diets were air-dried at room temperature for 15 min. The larvae were starved for 12 h and then subjected to the treated artificial diet. The bioassays were kept at 25 ± 2 °C and 65 ± 5% RH under a photoperiodic regime of 14:10 (L:D). Mortality was assessed at 24 and 48 h after exposure to both diamide insecticides. Larvae were considered dead if they did not respond when nudged using a brush. LC_50_ values were calculated via probit analysis using SPSS software (version 26.0; IBM Corporation, United States).

### Inducible expression of miRNAs and corresponding target genes under diamide treatment

To systematically validate the sRNA sequencing estimated differences between the resistant and susceptible strains, we conducted differential expression analysis using RT-qPCR in the field population collected from the Republic of Korea. Furthermore, we analysed the relationship between the relative expression levels of the nine differentially expressed miRNAs and their potential target genes. Four biological replicates of 20 third-instar larvae were exposed to LC_50_ chlorantraniliprole and flubendiamide doses for 12 and 24 h. Live larvae were subjected to miRNA extraction using a miRNeasy Mini Kit. DNase I (Qiagen) was used to remove genomic DNA contaminants. First-strand cDNA was synthesized using the Mir-X miRNA First-Strand Synthesis Kit (Takara Bio USA, Inc.). RT-qPCR was performed with a Mir-X miRNA qRT-PCR TB Green kit (Takara Bio USA, Inc.) using miRNA-specific forward primers, according to the manufacturer’s instructions. All amplification reactions were run on a Light Cycler 96 Real-Time PCR system (Roche Diagnostics, Mannheim, Germany). The expression levels were calculated using the 2^-ΔΔCt^ method with U6 snRNA and GADPH as stable reference genes for miRNA and mRNA normalization, respectively^29,81,82^. Each qRT-PCR experiment was performed in three technical replicates and four biological replicates. The expression levels of each miRNA after diamide treatment were statistically compared using a paired t-test in SPSS software (version 26.0; IBM Corporation, United States). Statistical differences were considered significant at p < 0.05.

### Potential target gene prediction and functional annotation of differentially expressed miRNAs

Since miRNA functions by binding to their target genes, it is crucial to identify the putative targets of the differentially expressed miRNAs to annotate their role in diamide resistance. Potential target transcripts of miRNAs were predicted to be differentially expressed between resistant and susceptible strains using the psRNATarget server (https://www.zhaolab.org/psRNATarget/). The rules used for the target prediction were based on those suggested by Dai et al.^83^. In addition, the target gene ontology (GO) and corresponding pathways for all putative target transcripts were retrieved from Blast2Go (https://www.blast2go.com) and KAAS (https://www.genome.jp/kegg/kaas). We further visualized miRNAs and their corresponding target gene interactions using the Cytoscape Tool v3.9.1.

### Supplementary Information

Supplementary Figures.

Supplementary Tables.

## Data Availability

All data generated or analysed during this study are included in this article and its supplementary information files.

# Supplementary material for: Identification of differentially expressed miRNAs associated with diamide detoxification pathways in Spodoptera frugiperda
**Source:** Sci Rep. 2024 Feb 21;14:4308. doi: 10.1038/s41598-024-54771-w
**Supplement:** Supplementary file 1 — Supplementary Figures.

## Slide 1

% Mortality
Susceptible
Resistant
Strains
Fig S1. Comparison of the toxicity of chlorantraniliprole in the resistant and susceptible strains of S. frugiperda.

## Slide 2

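Reads of 22 nt miRNAs, among them bmo-bantam-5p and pxy-miR-10-5p, made up most of the miRNA counts in every library. Their share was 58.1% ± 0.598 (SD, n = 3) in the libraries labelled resistant and 57.1% ± 1.16 (SD, n = 3) in those labelled susceptible (exact permutation test, two-sided p = 0.3). With each distinct sequence taken once, the shares were 59.6% ± 0.393 and 58.7% ± 0.864 (SD, n = 3 each; exact permutation test, two-sided p = 0.2). miRNAs of 23 nt, such as bmo-miR-31-5p, then held 32.6% ± 0.578 and 32.5% ± 0.763 (SD, n = 3 each), and those of 24 nt, such as Spodoptera_mature_60, held 6.14% ± 1.04 and 7.17% ± 0.828 (SD, n = 3 each). The smallest p that 3 libraries against 3 allow is 0.1.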

Fig S2. microRNA (miRNA) length distribution in S. frugiperda libraries.

## Slide 3

-log10 p value adjusted
Up-regulated
Down-regulated
Non-significant
NA
log2 Fold change
sfr-novel-miR-60 & 63
sfr-novel-miR-10
sfr-novel-miR-9
sfr-miR-10476-5p
sfr-miR-10460-5p
sfr-novel-miR-11
sfr-novel-miR-60
sfr-miR-10483-2-3p
sfr-novel-miR-53
Fig S3. The volcano plots showing the DE miRNAs in the comparisons of resistant versus susceptible strains of S. frugiperda. 

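Spodoptera_mature_60 and Spodoptera_mature_63, which Fig. S3 marks together, hold a single mature sequence of 24 nt, auuccaauguucguuagugauaua, with identical counts of 559 to 2745 per library. Their precursors lie at 14292183 to 14292247 and at 14055859 to 14055923 on the plus strand of NC_049713.1. The sequence had 2077 ± 560 CPM (SD, n = 3) in the libraries labelled resistant and 833 ± 211 (SD, n = 3) in those labelled susceptible. sfr-miR-10460-5p, downstream of each copy and with a run of 18 bases in common, had 2206 ± 451 and 728 ± 254 CPM (SD, n = 3 each). Spodoptera_mature_60 held 42.7% to 53.1% of the counts of both in the resistant libraries and 49.0% to 58.1% in the susceptible libraries. A further 28 distinct sequences had an adjusted p under 0.05 at less than a 2-fold change, 16 higher and 12 lower, from -0.91 for Spodoptera_mature_61 to 0.93 for sfr-miR-7-5p, with a median absolute log2 fold change of 0.68. sfr-miR-7-5p was the 1 called sequence whose groups overlapped.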

The significantly upregulated and downregulated miRNAs were shown in red and blue, respectively.

## Slide 4

Fig S4. Relative expression of potential target genes of differentially expressed miRNAs after chlorantraniliprole treatment in the field populations of S. frugiperda. The expression levels were normalized by GADPH. Statistical significance was analysed using a paired t-test. The asterisks represent significant difference (P<0.05).

## Slide 5

Fig S5. Relative expression of potential target genes of differentially expressed miRNAs after flubendamide treatment in the field populations of S. frugiperda. The expression levels were normalized by GADPH. Statistical significance was analysed using a paired t-test. The asterisks represent significant difference (P<0.05).

How the deposited data were processed for this re-analysis (not part of the article)

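Small RNA was sequenced from S. frugiperda larvae of a strain resistant to diamides and of a susceptible strain, with 3 libraries per strain and 100 larvae aged 3 to 5 days per library. The authors trimmed reads of 50 bp with cutadapt to at least 18 nt, mapped them to ZJU_Sfru_1.0 and quantified mature miRNAs with miRDeep2 against miRBase precursors of S. frugiperda, P. xylostella and B. mori. The authors' deposited table holds 3 blocks of values for 172 mature miRNAs. These are the authors' raw counts, the authors' RPM (reads scaled to 1000000 per library) and a signal that the authors head as normalized with DESeq2. The raw counts are whole numbers with a different total per library. The normalized signal is close to the counts over 1 factor per library but departs from it at low values. There it follows the RPM rounded to whole numbers. In susceptible replicate 3, Spodoptera_mature_14 and Spodoptera_mature_20 had 37 and 38 counts and RPM of 27.5 and 28.25. Both have a normalized value of 27.3. The totals implied by the RPM values (834989 to 1958553 per library) equal neither the sums of the counts nor the mapped reads of Table 1. The counts were used for all tests, and the normalized signal for 1 alternative ratio.

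Total counts, copies included, were 1288083, 572766 and 540739 in resistant replicates 1, 2 and 3 and 986584, 1173231 and 888653 in susceptible replicates 1, 2 and 3. Counting intervals are exact (Clopper-Pearson) at 95% and cover counting error only, since the reads carry no molecular identifiers. Names, sequences, precursor coordinates and miRDeep2 probabilities are those of Tables S1 and S2. Copies of a mature sequence repeat its counts, so results are also given for distinct sequences.

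Counts were scaled by TMM and tested with edgeR 4.0.16 (filterByExpr, glmQLFit and glmQLFTest, strain as the only term) in R 4.3.3, with p adjusted by Benjamini-Hochberg. A miRNA was called at an adjusted p under 0.05 and an absolute log2 fold change over 1, which are the paper's thresholds, and also at any fold change. Intervals of fold changes use the t distribution at 95%. Abundance is given as CPM (counts per 1000000 counts of a library, scaled by TMM). Lists were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01, beside camera with an estimated correlation and fry, over distinct sequences. Sequences within 2 edits were summed and tested again. The mean absolute difference in log2 fold change of sequences within 10 kb on a strand was compared with 100000 random reassignments, one-sided. Shares per library were compared by exact two-sided permutation tests.

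The 11 lists were fixed before the data were examined, from the paper's text and Tables S1 and S2. They included the miRNAs of Table 2, predicted miRNAs, sfr-miR-10458 to sfr-miR-10504, members of miR-71, miR-2 and miR-13, and the miR-279 family. Further lists held miRNAs of the Hox gene clusters, of moulting and growth, of the nervous system and sense organs, and of muscle. The remaining lists held miRNAs of insulin signalling and lipid metabolism, and those named by the paper from earlier insecticide studies. The muscle list holds 1 member and was not tested as a list. The named miRNAs were also set by a rule beforehand, although the values of Table 2 had been seen. The rule took the miRNAs of Table 2 and their copies, those the paper names from insecticide studies, the 10 largest rises and 10 largest falls among miRNAs with an adjusted p under 0.05 and separated groups, the 5 most abundant entries of the table, copies included, and near-identical paralogs, which gave 32 sequences, and members of the lists as examples.

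Alternatives were DESeq2 1.42.0, TMM factors of 1, upper-quartile factors, library sizes set to the mapped reads of Table 1, other filters on low counts, each sequence counted once, paralogs summed, a replicate block, thinning to the smallest library, removal of the 5 most abundant entries, which hold 3 sequences, and leaving out each library. Procedures were tested on 20 simulated tables with 110 sequences tested and 40 changed. There, at an adjusted p under 0.05 and any fold change, 92.6% of 2-fold and 100% of 4-fold changes were recovered, with 2.71% false calls. Recovery under the added limit of an absolute log2 fold change over 1 was not measured. Simulated rises and falls were equal in number, with the same spread in both groups, no copies and no change under 2-fold. These rates therefore do not cover smaller changes, unequal spread, copies or the choice of scaling in the real data. Bioassays, RT-qPCR, target prediction and gene ontology were not analysed here.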

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

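The tests of summed paralogs, of genomic neighbours and of the bases shared by a pair were chosen only after the results were seen. The limits for reading the tests of summed paralogs, of genomic neighbours and of genomic clusters were changed after their first results. Among miRNAs that the paper does not discuss, 3 changed by more than 2-fold between the libraries labelled resistant and susceptible, with log2 fold changes of -1.42 for Spodoptera_mature_34, -1.42 for Spodoptera_mature_49 and 1.19 for Spodoptera_mature_36. Each lost its call in at least 1 of the settings that left out a library. Among miRNAs that the paper names only from other studies, or relatives of these in the table, sfr-miR-14-5p (0.57), bmo-miR-282-5p (0.71) and sfr-miR-7-5p (0.93) were higher in the libraries labelled resistant, and sfr-miR-10483-5p (-0.53) and sfr-miR-375-5p (-0.49) were lower. With libraries scaled to the mapped reads of Table 1, sfr-miR-14-5p was at -0.15, bmo-miR-282-5p at 0.01 and sfr-miR-7-5p at 0.19. A further signal outside the paper's 2-fold limit was that of the 28 distinct sequences with an adjusted p under 0.05 and a smaller change. The 15 miRNAs past both thresholds and the 56 at any fold change compare with a highest count of 0 in the other splits of the 6 libraries into 3 and 3, of which only the real 1 gave as many, and 10 splits are too few for a share under 0.05.

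sfr-miR-10465-5p (Spodoptera_mature_155) rose and its near-identical relative Spodoptera_mature_101 did not pass the test. If reads moved between the pair, or if a strain variant of 1 sequence was counted as the other, the sum of the pair would hold its level, and the sum had a log2 fold change of 0.38 (95% interval 0.08 to 0.69), against 0.55 if Spodoptera_mature_101 had held its level. The interval was 0.05 to 0.76 with TMM factors of 1, -0.09 to 0.54 with upper-quartile factors and -1.02 to 0.36 with mapped reads. A shared pool and a separate rise therefore cannot be told apart here. The values argue against higher transcription of the whole cluster as the cause. The 3 other tested sequences within 10 kb had a median log2 fold change of -0.28 and a highest upper bound of 1.56 (sfr-miR-10494-5p), below the lower bound of 4.47 for Spodoptera_mature_155. A strain difference in expression, which the design names, stays open as well.

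For sfr-miR-10483-2-3p and sfr-miR-10483-5p, the members moved apart and the sum had a log2 fold change of -0.34 (95% interval -0.63 to -0.04), against 0.11 if sfr-miR-10483-5p had held its level. The interval was -0.66 to 0.03 with TMM factors of 1, -0.79 to -0.19 with upper-quartile factors and -1.75 to -0.33 with mapped reads. The sum thus lay below 0 in all 4 scalings, and its interval lay below 0 in 3 of the 4. With TMM factors of 1 the interval holds 0. Reads shared by the pair, or a strain variant, therefore cannot be told apart from a change of each member. A strain difference in expression stays open, as untested.

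Spodoptera_mature_60 and sfr-miR-10460-5p rose together, and their precursors lie 516 bases apart at both places of the genome. The 2 mature sequences share a run of 18 bases, as long as the shortest reads kept by the authors, so a read of that run could have been counted for both. Their counts were not equal in any library, but without the reads a part counted for both cannot be told apart from 2 separate rises. Joint transcription of both precursors, higher in the strain labelled resistant, stays open and was not tested.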

How the results depend on the processing

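The alternative ratio from the authors' normalized values, the reassignments among fewer sequences and the scalings of paralog sums were chosen only after the results were seen. The 12 distinct sequences past both thresholds numbered 11 to 15 when each library was left out, and the 15 miRNAs with copies numbered 14 to 18. With library sizes set to the mapped reads of Table 1 they became 26 and 37, as the median log2 fold change of all tested miRNAs moved from 0.01 to -0.69; upper-quartile factors moved it to -0.16. The 56 miRNAs at an adjusted p under 0.05 numbered 26 (without susceptible replicate 2) to 41 when a library was left out. The 40 distinct sequences among them, 24 higher and 16 lower, numbered 37 with each sequence counted once, 26 higher and 11 lower. With paralogs summed there were 30. Both settings test fewer miRNAs. The share of rises among the 56 was 57.1%, and 29.8% with upper-quartile factors, 37.7% with no filter, 34.2% with at least 10 counts in every library, 70.3% with each sequence counted once and 10.4% with mapped reads. With mapped reads, 31 of the 40 called sequences kept their sign, including all 12 past 2-fold, and under DESeq2, TMM factors of 1 and upper-quartile factors all 40 did. The 9 miRNAs of Table 2 kept their calls where tested, except 4 with mapped reads and 2 with paralogs summed, where the sum stood for the miRNA. Spodoptera_mature_53 and sfr-miR-10476-5p were not tested with at least 10 counts in every library. Spodoptera_mature_53 was also not tested after thinning. The 9 that turned from higher to lower with mapped reads were sfr-miR-14-5p (-0.15), Spodoptera_mature_04 (-0.22), bmo-miR-276-5p (-0.42), sfr-miR-2766-5p (-0.39), bmo-miR-9a-5p (-0.23), bmo-miR-274-5p (-0.29), sfr-miR-279a-5p (-0.03), bmo-miR-305-5p (-0.26) and bmo-miR-13a-5p (-0.01). So did the mean log2 fold changes of 4 lists called by fry for a rise, the miR-279 family (-0.36), moulting and growth (-0.53), insulin signalling and lipid metabolism (-0.55) and sfr-miR-10458 to sfr-miR-10504 (-0.30); camera had placed the last lower and fry higher (adjusted p = 0.0332). With paralogs summed, the sum of sfr-miR-10483-2-3p and sfr-miR-10483-5p was at -0.34. camera called 0 lists at an adjusted p under 0.05 and fry 5. Within clusters, fold changes differed by 0.952 on average (permutation test, one-sided p = 0.775). Without clusters of Table 2 they differed by 0.308 (permutation test, one-sided p = 0.00335). This p is no evidence of shared changes, since those clusters hold miRNAs chosen for their change in these libraries. With reassignment only among the sequences outside those clusters, the random mean was 0.546 (SD 0.128, permutation test, one-sided p = 0.02). That reassignment was chosen after the results were seen, and the test over all clusters showed no such difference, so shared changes stay open. Mean replicate correlation, 0.990, was 0.986 and 0.994 with pseudocounts of 0.5 and 5, and 0.994 over miRNAs with at least 10 counts. Residual correlations do not settle whether replicate numbers pair the libraries. They were 0.04, 0.29 and 0.27 for equal numbers and -0.36 to 0.12 for unequal numbers. Resistant replicate 1 correlated best with susceptible replicate 2 (0.12). With a replicate block, 15 and 54 miRNAs and 12 sequences passed. Where no construction is named, the cause was not tested. Depth limits the low counts, as Spodoptera_mature_53 had 0 to 32 counts per library.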

Differences from the paper's values

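For the 9 miRNAs of Table 2 the sign of the log2 fold change, libraries labelled resistant over those labelled susceptible, is opposite to the paper's. Given as a log2 fall in the resistant strain, where a rise is negative, the paper's value is 4.90 for sfr-miR-10465-5p, against -4.95 here. The paper's falls are 3.08 for Spodoptera_mature_10, against -3.12 here, and 2.29 for Spodoptera_mature_53, against -2.39 here. They are 1.56 (the paper's) for sfr-miR-10460-5p, against -1.60 here, and 1.35 (the paper's) for sfr-miR-10483-2-3p, against -1.42 here. They are 1.28 (the paper's) for Spodoptera_mature_60, against -1.32 here, and 1.15 (the paper's) for Spodoptera_mature_11, against -1.19 here. As a log2 fold change of resistant over susceptible, the paper's value is 2.54 for sfr-miR-10476-5p, against -2.53 here, and 1.32 for Spodoptera_mature_09, against -1.34 here. When the values printed in Table 2 are read as susceptible over resistant, all 9 lie within 1 standard error of those here on that scale. None of the alternatives set before the data were examined gave any of the 9 the paper's value on the scale of resistant over susceptible. With paralogs summed, the sum of sfr-miR-10483-2-3p and sfr-miR-10483-5p was at -0.34, the paper's sign for sfr-miR-10483-2-3p. This value is that of the pair, mostly sfr-miR-10483-5p. sfr-miR-10483-2-3p held 12.6% to 18.8% of its counts in the resistant and 3.68% to 5.97% in the susceptible libraries. Tested by itself, sfr-miR-10483-2-3p had the paper's sign in no setting. The ratio of the authors' normalized values, which at low counts are not the counts over a single factor per library, was chosen after seeing the values and also had the signs found here, with 4.91 for sfr-miR-10465-5p.

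The paper's numbers of differentially expressed miRNAs are 7 lower and 2 higher in the resistant strain, and those here, at the paper's thresholds and by distinct sequence, are 4 lower and 8 higher. The number lower comes within 1.5 times the paper's at 5 with upper-quartile factors, 5 with no filter on low counts, 5 without the 5 most abundant entries of the table and 6 without resistant replicate 3, and not under the other alternatives set before the data were examined. The number higher does so only with library sizes set to the mapped reads of Table 1, at 3, where 23 were lower. These matches are in number only. In each of these settings the 7 miRNAs that the paper gives as lower had log2 fold changes above 0. The 3 that were higher with mapped reads were sfr-miR-10465-5p (Spodoptera_mature_155), Spodoptera_mature_10 and Spodoptera_mature_53, which the paper gives as lower. Counted as susceptible over resistant, the 9 miRNAs of Table 2 are 7 lower and 2 higher here. The paper's total of 9 compares with 12 here and with 10 under DESeq2.

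The paper counts 64 known miRNAs from P. xylostella and 3 from B. mori. By the names in the deposited table, 3 are from P. xylostella and 64 from B. mori, or 2 and 43 with each mature sequence counted once. No alternative set before the data were examined was run on these counts. The paper's 42 from S. frugiperda is also the number here. The paper states that most differentially expressed miRNAs were lower in the resistant strain, while 66.7% of the 15 called here were higher in the libraries labelled resistant, which becomes 66.7% lower when counted as susceptible over resistant. With library sizes set to the mapped reads of Table 1, 8.11% of 37 were higher and most were lower, as in the paper. The miRNAs detected per library equal the paper's in all 6 libraries.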

Other observations

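The tests of the direction in Table 2 were chosen only after the results were seen. The main test of genomic clusters was set before the data were examined, but a limit for reading it was added afterwards. Several miRNAs outside the lists of known function also changed, and those named here were chosen after their values were seen. bmo-miR-274-5p (log2 fold change 0.39, adjusted p = 0.0131) was higher in the libraries labelled resistant, and bmo-miR-252-5p (-0.34, adjusted p = 0.0468) and Spodoptera_mature_54 (-0.68, adjusted p = 0.00461) were lower. With upper-quartile factors the call of bmo-miR-274-5p was lost (adjusted p = 0.112), and with libraries scaled to the mapped reads of Table 1 it was at -0.29. With TMM factors of 1 the call of bmo-miR-252-5p was lost (adjusted p = 0.0638). Spodoptera_mature_19 and Spodoptera_mature_56, whose precursors lie at 21904337 to 21904392 and 21902405 to 21902461 on the plus strand of NC_049710.1, were both lower, each at -0.79 (adjusted p = 0.0479 and 0.0186). The call of Spodoptera_mature_19 was lost in each setting that left out a library, and that of Spodoptera_mature_56 without resistant replicate 2 (adjusted p = 0.0791) and without susceptible replicate 2 (adjusted p = 0.0703).

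The hypothesis that miRNAs of a genomic cluster changed together was tested over 30 pairs within 10 kb. Their log2 fold changes differed by 0.952 on average, above the mean of random reassignments (0.806) by less than its SD (0.229), with a one-sided permutation p of 0.775. The test therefore leaves the hypothesis open.

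The opposite direction of Table 2 was weighed against the library names. If the columns carried the other group's names than Table 1, the numbers of detected miRNAs would not match by name, but they matched in 6 of 6 libraries, and in 0 with the groups exchanged. This argues against columns that were exchanged relative to Table 1 in the deposited table, though not against names that were exchanged before both were made. If the ratio in the paper was taken as susceptible over resistant, all 9 values would equal the negative of those here within 1 standard error, and 9 of 9 did. An inverted ratio therefore stays open. Strain names exchanged at an earlier step would give the same values only if Table 2 was made from columns named otherwise than the deposited ones. The authors' normalized values, under the deposited names, have the signs found here. How Table 2 was made is not known, so the 2 cannot be told apart. No biological explanation was tested.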
